# Decoding c-Myc networks of cell cycle and apoptosis regulated genes in a transgenic mouse model of papillary lung adenocarcinomas

**DOI:** 10.18632/oncotarget.5035

**Published:** 2015-10-02

**Authors:** Yari Ciribilli, Prashant Singh, Reinhard Spanel, Alberto Inga, Jürgen Borlak

**Keywords:** c-Myc transgenic mouse model of papillary lung adenocarcinomas, whole genome scans, c-Myc regulatory gene networks, c-Myc regulated cell cycle and apoptotic genes, gene reporter assays

## Abstract

The c-Myc gene codes for a basic-helix-loop-helix-leucine zipper transcription factor protein and is reported to be frequently over-expressed in human cancers. Given that c-Myc plays an essential role in neoplastic transformation we wished to define its activity in lung cancer and therefore studied its targeted expression to respiratory epithelium in a transgenic mouse disease model. Using histological well-defined tumors, transcriptome analysis identified novel c-Myc responsive cell cycle and apoptosis genes that were validated as direct c-Myc targets using EMSA, Western blotting, gene reporter and ChIP assays.

Through computational analyses c-Myc cooperating transcription factors emerged for repressed and up-regulated genes in cancer samples, namely Klf7, Gata3, Sox18, p53 and Elf5 and Cebpα, respectively. Conversely, at promoters of genes regulated in transgenic but non-carcinomatous lung tissue enriched binding sites for c-Myc, Hbp1, Hif1 were observed. Bioinformatic analysis of tumor transcriptomic data revealed regulatory gene networks and highlighted mortalin and moesin as master regulators while gene reporter and ChIP assays in the H1299 lung cancer cell line as well as cross-examination of published ChIP-sequence data of 7 human and 2 mouse cell lines provided strong evidence for the identified genes to be c-Myc targets. The clinical significance of findings was established by evaluating expression of orthologous proteins in human lung cancer. Taken collectively, a molecular circuit for c-Myc-dependent cellular transformation was identified and the network analysis broadened the perspective for molecularly targeted therapies.

## INTRODUCTION

The molecular functions of the c-Myc oncogene have been studied in considerable detail and the seminal review of Dang [1] highlights its involvement in many biological pathways associated with neoplastic transformation, cell growth and proliferation. At its C-terminal region the c-Myc protein contains a helix-loop helix DNA binding domain and a leucine zipper dimerization motif; it functions as a heterodimeric transcription factor with its partners Max (Myc-associated x) and Mad (Max dimerization protein) at E-box (CACGTG) binding sites of targeted promoters. Subtle deviations within the canonical consensus sequence, i.e. the E-box-like motifs (CgCGTG, CACGcG or CANNTG) are also tolerated in the control of gene expression [1].

c-Myc plays a key role in cell proliferation most notable in the regulation of G1 specific cyclin dependent kinases and although almost undetectable in quiescent cells its gene transcription is rapidly induced upon mitogenic stimulation. The c-Myc protein is extraordinarily versatile and may possibly affect regulation of > 10% of entire genomes [2–4]. However, defining the molecular rules as a positive or negative regulator in the control of gene expression remain far from clear and are likely cell type and tissue specific. Moreover, as the majority of c-Myc studies are based on *in vitro* investigations, it remains uncertain which of the many c-Myc responsive genes are regulated *in vivo* and are actually responsible for the development of a given disease [5, 6].

c-Myc over-expression is detected in a large number of human cancers which inspired the development of molecularly targeted therapies [2]. There is evidence for distinct thresholds to govern c-Myc's biological activity *in vivo* whereby c-Myc's oncogenic activity may arise from its over-expression and interactions with low affinity recognition elements of otherwise c-Myc unregulated genes and by inhibition of tumor suppressor pathways [7]. Its hyper-activity may also arise without its over-expression to sustain mitogenic signaling by the repression of anti-proliferative signals and the modulation of checkpoints in the control of cell cycle regulation. Defining molecular rules by which c-Myc influences cell cycle and apoptosis regulated genes in lung cancer have not been attempted. Even so, its over-expression with or without gene amplification is common to 80–90% of small cell lung cancer (SCLC) [8]. Additionally, it was recently demonstrated that Max inactivation is able to disrupt the c-Myc-SWI/SNF network in SCLC, i.e. a cooperative gene program essential for lung cancer development [9]. c-Myc over-expression in the absence of gene amplification is also observed in about 50% of non-small cell lung cancer (NSCLC) as evidenced by immunohistochemistry of different types of NSCLC (http://www.proteinatlas.org and [8]). Furthermore, a recent study showed that the MZF1 (Myeloid Zinc Finger 1)/c-MYC axis is essential for progression of lung adenocarcinomas; it is mediated by the cellular loss of the wild-type liver kinase B1 gene, i.e. a tumor suppressor frequently repressed in the pathogenesis of epithelial cancers [10].

Specifically, lung cancer is one of the most common cancers in terms of incidence and mortality, with NSCLC contributing to the bulk of disease burden [11]. Several genetic events are necessary for malignant transformation of respiratory epithelium and include over-expression and/or mutation of proto-oncogenes as well as loss of tumor suppressor functions [12]. It was shown earlier that patients with Caspase-3 positive and c-Myc negative tumors had a better prognosis as compared to patients with Caspase-3 negative and c-Myc positive tumors [13]. Moreover, c-Myc was reported to foster metastasis in an animal model of NSCLC [14]. Recently it was demonstrated that c-Myc cooperates with mutation-activated BRAF^V600E^ during mouse lung cancer development by suppressing senescence [15] and was shown to promote tumor aggressiveness in non-small cell lung cancer through suppression of miRNA-29b [16].

Altogether, c-Myc is frequently elevated in tumors and genetic alterations such as translocations, gene amplifications and mutations in regulators of c-*myc* expression directly affect c-Myc activity, nonetheless the molecular pathology of organ specific tumors differ to suggest cell type and tissue specific gene regulatory networks. For instance different studies analyzed genome wide the impact of increased c-Myc levels in human cell lines derived from multiple myeloma, SCLC and glioblastoma multiforme [17] or osteosarcoma and cervix carcinoma [18] as well as from murine lymphoma mouse models [19] and primary lymphocytes in addition to embryonic stem cells [20].

In an effort to define genetic events associated with c-Myc transforming capacity in lung cancer a transgenic disease model of NSCLC/papillary adenocarcinomas was studied and we focused on cell cycle and apoptosis regulated genes in response to oncogenic c-Myc signaling.

## RESULTS

A scheme of the gene construct for the production of transgenic mice is given in Figure 1A. The presence of the transgene was verified by PCR and agarose gel electrophoresis of tail biopsy DNA (Figure 1B).

**Figure 1:**
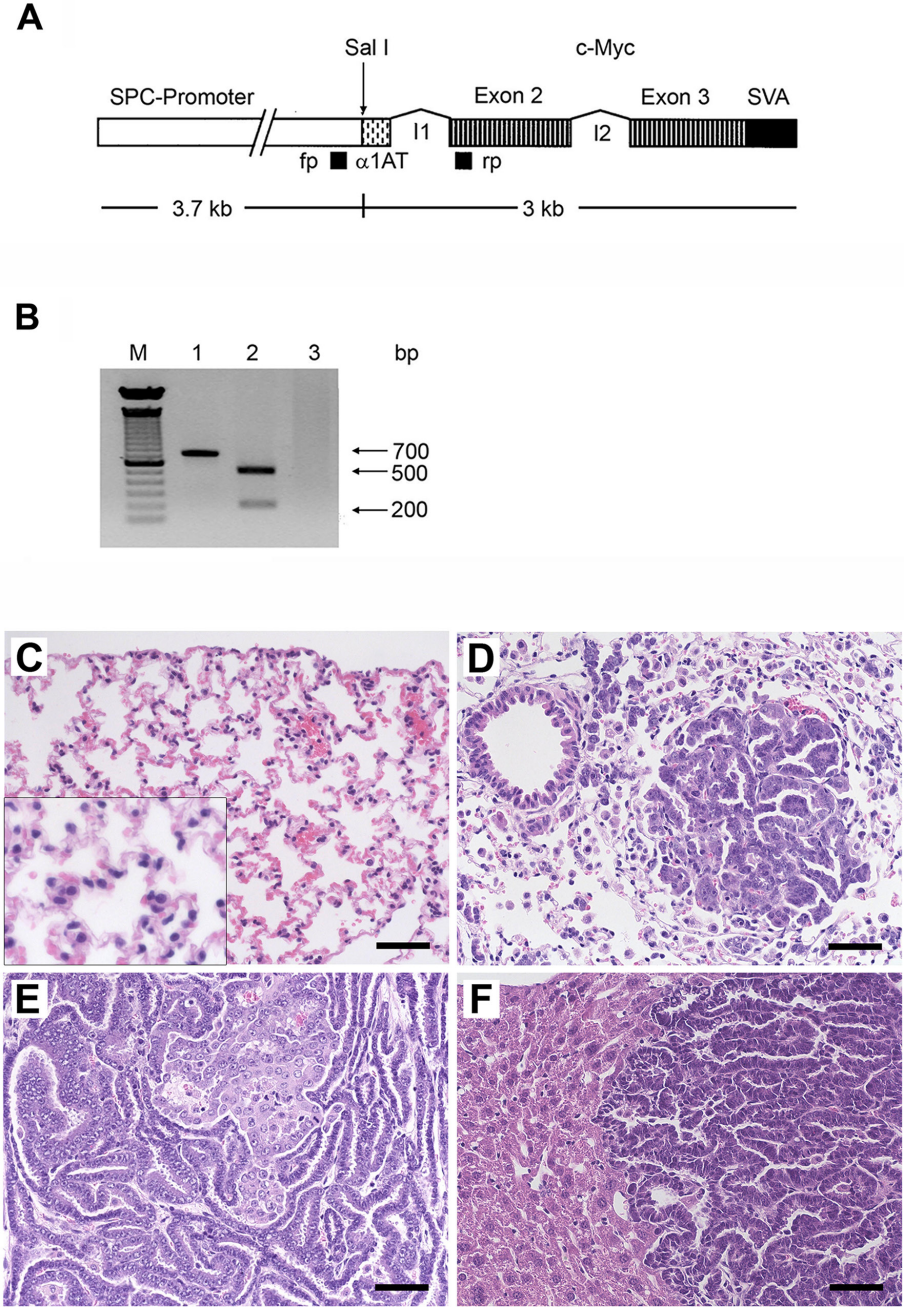
Histopathology of lung cancer and c-Myc transgene verification by PCR **A.** Scheme of the transgene for the production of transgenic mice. SPC promoter: human surfactant protein promoter; α1AT: first exon of the non-coding alpha 1 antitrypsin gene; I1: intron 1 of the alpha 1 antitrypsin gene fused to the first intron of the c-myc proto-oncogene; I2: intron 2 of the c-myc proto-oncogene; SVA: SV40 Poly A signal. The primer binding sites used for an identification of the transgene are indicated by black boxes: fp, forward primer; rp, reverse primer. **B.** Myc-transgene PCR of tail biopsy DNA. Lane 1–2: transgenic mice; lane 2: The amplified DNA was digested with Sal 1 to obtain fragments of about 200 and 500 bp; lane 3: non-transgenic controls; M, molecular weight standard. **C.** Normal subpleural parenchyma of non-transgenic controls. The insert represents a 2-fold magnification and depicted are normal pneumocytes with small regular nuclei. **D.** Illustrated is an initial papillary lung adenocarcinoma (PLAC) with real papilla, its own stroma and a size of 220 μm in diameter. Around the tumor numerous foci of dispersed AHH of the BAC-type are seen. **E.** Advanced PLAC with folded papillary structures of secondary and tertiary degree. **F.** Liver metastasis of PLAC. The bar represents 50 μm.

### Histopathology of lung tumors

Lung tissue from control non-transgenic and of transgenic mice was examined. At the age of about 6–7 month transgenic animals were characterized by an alveolar lining of dysplastic epithelium with no evidence for basement membrane fragmentation. Hence, the observed dysplasia was considered to be an epithelial precursor lesion. At later stages (9–13 month) medium-sized or large solid tumors were observed, some of which consumed an entire lobe, while the remaining parenchyma appeared to be macroscopically unaffected. Nonetheless, ubiquitous proliferations of the peripheral pulmonary epithelium were evident at the microscopic level (Figure 1C and 1D). The alveoli and parts of the terminal bronchioli were occupied by numerous foci of hyper-chromatic low columnar cells, thus evidencing the classic lepidic growth pattern. These foci were dispersed throughout the whole lung and eventually formed a confluent monolayer within the alveoli. The lesional cells displayed basophilic cytoplasm and marked nuclear atypia, as defined by vesicular enlargement and prominent nucleoli, however, exhibited only slight nuclear polymorphism.

Histologically, the lesions were defined as non-invasive precancerous lesions and were considered similar to atypical adenomatous hyperplasia (AHH) as defined by the current human lung tumor classification.

Mitosis was repeatedly seen, e.g. at least 1 mitosis/high-power field (= HPF) in confluent lesions (data not shown). The macroscopically visible solid tumors and the microscopically observed initial tumors were invasively growing carcinomas, all invariably with a papillary growth pattern (Figure 1D and 1E). While initial papillary lung adenocarcinomas (PLAC) were minimally invasive (Figure 1D), advanced PLAC developed the whole range of malignancy as defined by the gross bronchial and vascular invasion and metastatic spread including that of liver metastasis as depicted in Figure 1F.

Macroscopically, solitary tumors of different sizes were mostly noted. Microscopically, for a given lobe up to five individual tumor foci were counted; an entire lung may present up to 25 multi-centric invasive tumors.

### Genome-wide transcript expression profiling

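Gene expression was measured on Affymetrix Murine Genome U74v2 arrays, 1 array per sample and 14 in all. The control group was lung from 4 non-transgenic mice. The tumors came from SPC/c-Myc-transgenic mice, which express c-Myc in the respiratory epithelium from the surfactant protein C promoter, aged 9 to 13 months. There were 3 pools of small tumors of 1 mm, 4 middle-sized tumors (5 mm in the paper, 4 to 5 mm in the sample labels) and 3 large tumors of 10 mm or more. The labels give 3 to 4 tumors per pool, and the methods state that each pool, and each tumor of the other sizes, came from its own animal. The authors computed MAS 5.0 signals, a linear intensity per probe set, and scaled every array to a target signal of 250, which compares samples by their share of the measured transcripts. The signals were used here as deposited, and the detection and change calls of the Affymetrix software were not used here. On the array of middle tumor replicate 3, 25.2% of the values were listed at 0 or next to it and were treated as missing, so some genes have 3 middle tumors and 9 tumors. Signals below 70, the study's limit for an expressed gene, were set to 70 before log2. A ratio of means for a gene below 70 throughout 1 group and at least 70 throughout the other is therefore a lower bound. A group below 70 throughout has no spread after this step. The standard error and p-value of such a gene leave out the spread in that group. Of 12422 probe sets, 6913 were tested, those with a signal of at least 70 on at least 3 arrays, with 1 probe set per gene symbol. The 4 groups were fitted in 1 limma model with Benjamini-Hochberg adjustment, and the comparison of all tumors with control lung averages the 3 sizes. On the 13 other arrays 6796 to 7575 probe sets reached 70, and the number of arrays limits the precision.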

In an effort to identify novel candidate MYC target genes and to confirm their tumor relevant regulations whole genome gene expression data obtained from lung tissue of wild type, non-transgenic control animals were compared to lung tumors of transgenic mice (see Supplementary Figure S1 for the strategy of data analysis). Statistical analysis of wild type control and lung tumors/PLACs identified 162 genes with significantly increased expression (mean FC > 3, *p*-value in *T*-test < 0.05 and 100% of “Increase” calls in comparative ranking analyses in one or more sets of tumors); however, about twice as many genes (*n* = 301) were repressed (FC < −3, *p*-value in *T*-test < 0.05, and 100% “Decrease” calls accordingly) (Table 1). 

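Genes of ribosome production and of nucleotide and polyamine synthesis rose together in the tumors. Of 27 genes of ribosome biogenesis, 24 were higher in all tumors than in control lung and none was lower at an adjusted p under 0.05 (24 higher when adjusted over the list alone), with adjusted p = 3.9e-10 from camera and adjusted p = 0.183 with an estimated correlation. Nhp2, a protein of small nucleolar ribonucleoproteins, had a log2 fold change of 2.55 (standard error 0.25, adjusted p = 1.4e-06), from a signal of 284 ± 60.0 (SD, n = 4) in control lung to 1681 ± 527 (SD, n = 10) in tumors. Nop56 (log2 fold change 2.14, adjusted p = 1.9e-04) and Nop16 (log2 fold change 2.11, adjusted p = 1.9e-07), both nucleolar proteins, rose as well. In the list of polyamine, nucleotide and one-carbon synthesis, 16 of 21 genes rose and 1 fell (the same numbers when adjusted over the list alone), with adjusted p = 4.7e-05 from camera and adjusted p = 0.155 with an estimated correlation. Its largest rises were in Shmt1, a serine hydroxymethyltransferase of one-carbon metabolism (log2 fold change 2.84, adjusted p = 8.4e-07), and in Psat1, an enzyme of serine synthesis (log2 fold change 2.56, adjusted p = 2.2e-06), followed by the spermidine synthase Srm (log2 fold change 2.01, adjusted p = 6.3e-04). Impdh1, which catalyses a step of guanine nucleotide synthesis, fell (log2 fold change -1.26, adjusted p = 3.4e-04). Of 13 translation factors, 8 rose, none fell and 5 did not pass the test (9 rose when adjusted over the list alone), led by Eif2b1, a subunit of the exchange factor of eIF2 (log2 fold change 1.83, adjusted p = 1.7e-05), and Eif3d (log2 fold change 1.08, adjusted p = 1.1e-04). That list had adjusted p = 7.5e-04 from camera and adjusted p = 0.235 with an estimated correlation. Over all 6913 probe sets tested, 1630 were higher and 1454 lower in tumors, of which 128 and 320 changed by at least 3-fold. Taken by size, 169 were at least 3-fold higher and 307 lower in small, 97 and 302 in middle-sized and 170 and 375 in large tumors. With the methods' criteria of fold change and unpaired test, and every tumor of a size above or below every control lung in place of the change calls, 239 were increased and 423 decreased in 1 or more sizes. Without the floor of 70, the counts at 3-fold in all tumors were 231 and 503.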

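Markers of several normal cell types of the lung fell in the tumors. Of 25 endothelial markers, 23 were lower in all tumors and none was higher, with a median log2 fold change of -2.82 (23 lower and 1 higher when adjusted over the list alone, adjusted p = 9.0e-19 from camera and adjusted p = 0.0707 with an estimated correlation). Cldn5, a claudin of endothelial tight junctions, had a log2 fold change of -4.24 (standard error 0.21, adjusted p = 1.7e-09). Ramp2, a co-receptor for adrenomedullin, had a log2 fold change of -4.22 (standard error 0.21, adjusted p = 1.8e-09). Thbd, thrombomodulin, fell from 1567 ± 309 (SD, n = 4) in control lung to 61.0 ± 37.7 (SD, n = 10) in tumors (log2 fold change -4.28, adjusted p = 9.3e-10). A further probe set of Thbd, 162023_f_at, fell less, from a mean signal of 253 to 109 (log2 fold change -1.24, adjusted p = 0.00109 over all probe sets). All 8 markers of alveolar type I cells fell (8 when adjusted over the list alone, adjusted p = 9.0e-07 from camera and adjusted p = 0.0996 with an estimated correlation), among them Pdpn, podoplanin (log2 fold change -3.07, adjusted p = 1.6e-10), and Cav1, caveolin-1 (log2 fold change -2.47, adjusted p = 3.9e-05). Of 27 fibroblast and matrix markers, 16 fell, none rose and 11 did not pass the test (17 fell when adjusted over the list alone, adjusted p = 2.4e-07 from camera and adjusted p = 0.179 with an estimated correlation). Inmt, an indolethylamine methyltransferase, fell from 6580.2 ± 1134 (SD, n = 4) to 845 ± 543 (SD, n = 10), and Mfap4, a microfibril-associated protein, also fell (log2 fold change -3.21, adjusted p = 1.6e-08). Among 12 smooth muscle markers 10 fell and 1 rose (10 and 1 when adjusted over the list alone, adjusted p = 1.3e-06 from camera and adjusted p = 0.0890 with an estimated correlation). Tagln, transgelin, fell (log2 fold change -2.16, adjusted p = 3.0e-07), and Tpm1, a tropomyosin that is also made outside muscle, rose (log2 fold change 0.65, adjusted p = 0.00400), a call that was lost with the values of 0 kept as deposited. All 12 cardiac muscle markers, among them Actc1, cardiac actin (log2 fold change -3.19, adjusted p = 6.6e-11), and Myl7, an atrial myosin light chain that was below 70 in every tumor, fell (12 when adjusted over the list alone, adjusted p = 4.5e-11 from camera and adjusted p = 0.141 with an estimated correlation). The changes are relative to all transcripts on the array. With each array scaled to 1 median, 2100 probe sets were higher and 1199 lower in tumors.

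**Figure D1:**
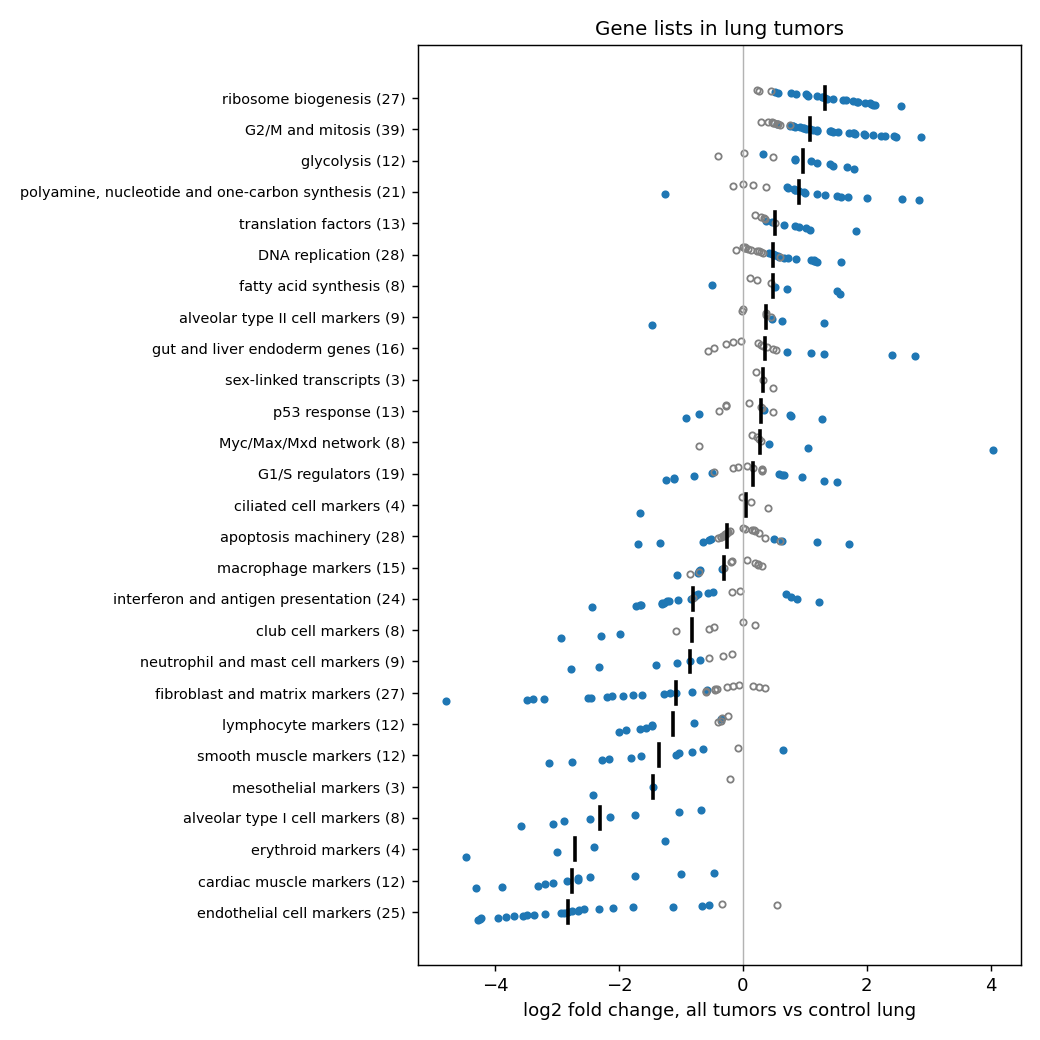
Log2 fold change of each gene of 27 lists between all tumors (n = 10) and control lung (n = 4). Filled points are genes at an adjusted p under 0.05, open points the other genes tested, and bars the list medians. The number of genes tested stands in brackets.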

Subsequently, the tumor data (162 + 301 = 463) were filtered for cell cycle and apoptosis genes using the criteria described in the Materials and Methods section; this defined 51 significantly regulated genes of which 27 were up- and 24 were down regulated (see Supplementary Table S1, Figure 1E & 2B depicting PLAC). 

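Of the 27 up-regulated genes of Supplementary Table S1, 24 were tested here and 22 were higher in all tumors, and of the 24 repressed genes, 21 were tested and 20 were lower (24 and 20 when adjusted over the list alone). None was called in the opposite direction. The study chose these genes on the same samples, so the counts are not independent evidence of their direction. Among the up-regulated genes, Cdc20, an activator of the anaphase-promoting complex, rose from a signal of 160.1 ± 8.21 (SD, n = 4) in control lung to 940.2 ± 564 (SD, n = 10) in tumors (log2 fold change 2.30, adjusted p = 5.7e-04). Kif22, a chromosome-binding kinesin (log2 fold change 2.44, adjusted p = 3.9e-05), and the proliferation marker Mki67 (log2 fold change 1.95, adjusted p = 0.00506) rose as well. A further probe set of Mki67, 161931_r_at, did not rise. Its mean signal was 82.0 in control lung and 81.0 in tumors (log2 fold change -0.014 over all probe sets). Cideb, an activator of apoptosis of the CIDE family, was below 70 in control lung and 256 ± 136 (SD, n = 10) in tumors, and Pglyrp1, a peptidoglycan recognition protein, had a log2 fold change of 1.46 (standard error 0.27, adjusted p = 4.8e-04). Among the repressed genes, the inhibitory Smad protein Smad6 (log2 fold change -2.51, adjusted p = 1.7e-07), the cardiac ankyrin repeat protein Ankrd1, which was at least 7.89-fold lower in every size, and Sox17, a transcription factor that also stands in the endothelial list (log2 fold change -2.64, adjusted p = 2.4e-08), fell. Sox2, a transcription factor of the airway epithelium, fell (log2 fold change -2.27, adjusted p = 0.0141) although 1 middle-sized tumor had a signal of 1853, above all 4 control lungs. The call of Sox2 was lost with the methods' unpaired test after adjustment and in the limma fit over all probe sets (adjusted p = 0.0534). The study's criteria of fold change and unpaired test in 1 or more sizes were met by 18 of the up-regulated and 14 of the repressed genes with signals below 70 set to 70, and by 22 and 18 with no floor. Of the endothelial markers, which fell in the same tumors, 23 of 25 were lower. Kif4 lost its call in 14 of 29 alternatives (adjusted p up to 0.0959), among them without control replicate 1, 2, 3 or 4, small tumor replicate 2 or 3, middle tumor replicate 3 or large tumor replicate 1 or 2, and Zfp239 and Kif11 did not pass the test (adjusted p = 0.0673 and 0.0634). Trim30a was below the filter on low signals.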

To delineate candidate MYC target genes and to confirm their tumor relevant regulations whole genome gene expression data from transgenic non-carcinomatous lung were compared to healthy non-transgenic lung and such comparison yielded a total of 237 genes (Figure 2C, Supplementary Table S10). Next, the data were compared to transgenic lung tumors filtered for cell cycle and apoptosis genes to eventually define 47 uniquely and 4 common regulated genes. As depicted in Figure 2A the histology of transgenic lungs clearly demonstrated the absence of carcinomatous lesions and in such transgenic lungs a moderate 3-fold increase in c-Myc gene expression was observed. 

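Genes that the paper lists as up-regulated in transgenic lung without tumors moved in both directions in the tumors. Of these 233 genes, 158 were matched by symbol and 152 were tested in tumors against control lung, and 34 were higher, 40 lower and 78 did not pass the test. By at least 3-fold, 4 were higher, which are Myc, Shmt1, Cdk1 and Ect2, and 6 were lower. Others that rose were Cd44, a receptor for hyaluronan (log2 fold change 1.55, adjusted p = 0.00276), Sdc1, syndecan-1 (log2 fold change 1.44, adjusted p = 2.1e-05), and Met, the receptor of hepatocyte growth factor (log2 fold change 1.21, adjusted p = 0.00773). Calcrl, the calcitonin receptor-like receptor (log2 fold change -2.94, adjusted p = 1.4e-09), and the zinc transporter Slc39a8 (log2 fold change -2.32, adjusted p = 5.1e-05) fell, and Msn, moesin, which links actin to the membrane, fell less (log2 fold change -0.81, adjusted p = 3.5e-04). The median log2 fold change of the 152 genes was -0.010, and as a set they did not differ from the other genes (camera, p = 0.412, and p = 0.618 with an estimated correlation), while fry, which compares them with no other genes, gave p = 0.0159 towards lower. These genes were chosen on arrays of transgenic lung, which were not analysed here, against non-transgenic lung, of which the methods give 4 animals for the whole study, so the choice is not independent of the control lungs used here. The call of Msn was lost with the values of 0 kept as deposited.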

Importantly, with the exception of c-Myc, the cyclin dependent kinase A-1, the G2 mitotic specific cyclin B1 and the transcription factor ect2 none of the regulated genes in transgenic lungs were regulated in lung tumors thus providing evidence for their regulation by constitutive but not oncogenic c-Myc (Figure 2C, Supplementary Table S1).

**Table 1:** Statistics of differentially expressed genes in SPC/c-Myc-transgenic lung tumors

UP-regulated genes		Number of genes containing c-Myc binding sites	
all up-regulated genes in tumors	**162**	**67**	**41,4%**
Known direct c-Myc-targets (**T**)	32	20	62,5%
relatives of known direct c-Myc-targets (**rT**)	15	5	33,3%
Known c-Myc-responsive genes (**R**)	16	8	50%
relatives of known c-Myc-responsive genes (**rR**)	9	2	22,2%
new c-Myc-responsive genes	90	32	35,6%

DOWN-regulated genes		Number of genes containing c-Myc binding sites in their promoters	
all down-regulated genes in tumors	**301**	**71**	**23,6%**
Known direct c-Myc-targets (**T**)	5	0	0%
relatives of known direct c-Myc-targets (**rT**)	16	3	18,8%
Known c- Myc- responsive genes (**R**)	24	6	25,0%
relatives of known c-Myc-responsive genes (**rR**)	17	4	23,5%
new c-Myc responsive genes	239	58	24,3%

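A signal of at least 70 on every array of the group that had a value was found for 6600 of 12422 probe sets in control lung (n = 4) and for 5819 in tumors (n = 10). By size these were 6608 probe sets in small (n = 3), 6058 in middle-sized (n = 4) and 6498 in large tumors (n = 3). A missing value on the array of middle tumor replicate 3 was passed over, so many probe sets were judged on 3 middle-sized and 9 of all tumors. The counts are of probe sets, not genes, they leave out the detection call, and the larger number of tumors makes the condition harder to meet. Actb, beta-actin, to which the RT-PCR values of the study were normalized, had a signal of 421 ± 148 (SD, n = 4) in control lung and 484 ± 251 (SD, n = 10) in tumors (log2 fold change 0.10, adjusted p = 0.861). Its other probe set, 95705_s_at, had 310.1 ± 127 (SD, n = 4) and 479.8 ± 226 (SD, n = 10), a log2 fold change of 0.66 (adjusted p = 0.227 over all probe sets).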

A total of 5269 and 4706 genes were expressed in control lung (*N*=4) and tumors (*N*=10) using the criteria signal value ≥70 and “present” detection call in Affymetrix microarray analysis. Differentially expressed genes are defined by a fold change ≥3 or ≤-3 and 100% concordance in increase or decrease change calls of tumor samples, respectively. Statistical significance was considered in *T*-test analysis between sets of small (*N*=3), middle (*N*=4) and large size tumors (*N*=4) at *p*<0,05.

**Figure 2:**
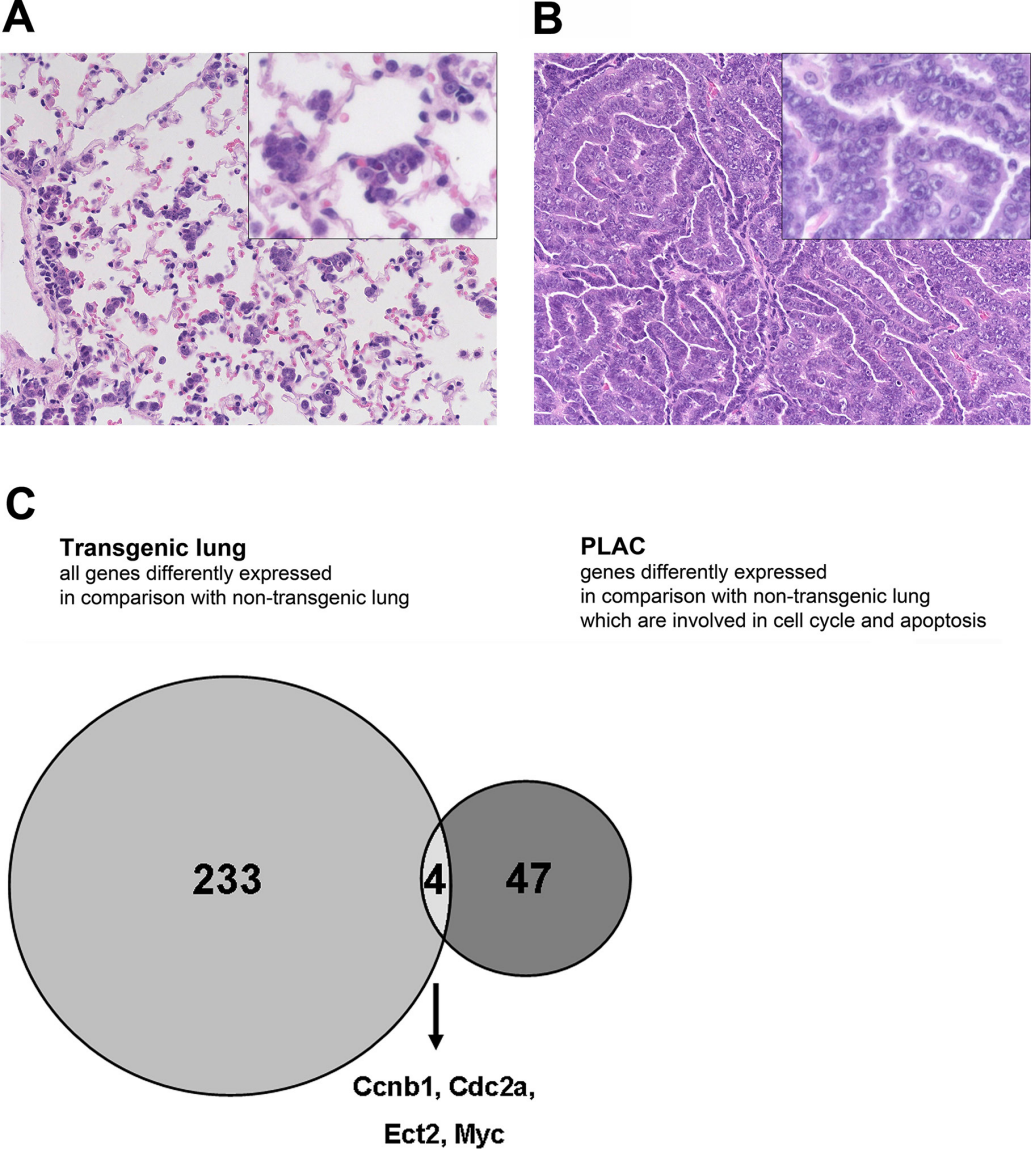
Differentially expressed genes in c-Myc transgenic lung and lung tumors **A.** Histology of transgenic lung with pre-cancerous lesions (AHH of BAC-type). The insert represents a 2-fold magnification and depicted are groups of atypical bronchioloalveolar cells with enlarged vesicular nuclei. **B.** Papillary lung adenocarcinoma (PLAC). The insert represents a 2-fold magnification. Depicted are high columnar tumor cells with vesicular nuclei and prominent nucleoli. When compared to the atypical bronchioloalveolar cells of AHH the nuclei in PLAC are further enlarged. **C.** Venn Diagram: Number of regulated genes in transgenic lung and c-Myc regulated cell cycle and apoptosis genes in invasive PLAC. Note, only 4 genes are commonly regulated in transgenic lung and PLAC to suggest different activities of wild type and oncogenic c-Myc.

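Myc (probe set 104712_at) was below 70 in all 4 control lungs, at a signal of 29.7 ± 5.42 (SD, n = 4), and reached 1515 ± 194 (SD, n = 3) in small, 696 ± 410.1 (SD, n = 4) in middle-sized and 1742 ± 600.4 (SD, n = 3) in large tumors, which is at least 21.6-fold, at least 9.94-fold and at least 24.9-fold higher than control lung. All 10 tumors lay above all control lungs, with a log2 fold change of 4.04 (standard error 0.28, adjusted p = 5.1e-08) over all sizes. The folds are lower bounds, since the control signals lie under the limit for an expressed gene. The file does not tell transcripts of the transgene from those of the mouse gene, and gene copy number was not analysed here.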

In strong contrast, gene expression profiling of solid tumors (see Figure 1E & 2B depicting PLAC) defined genes targeted by oncogenic c-Myc with c-Myc amplification being increased up to > 58-fold (Supplementary Table S1). However, the gene expression of the *c-myc* heterodimeric partner Max was only minimally increased and the gene coding for *mad4* was expressed alike in all lung tissues analyzed; note *mad4* competes for Max binding to repress c-Myc activity. Moreover, expression of Miz-1, a mediator of c-Myc dependent gene repression [21] did not differ between healthy lung tissue from control animals and tumors.

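Max had a signal of 436 ± 50.5 (SD, n = 4) in control lung and 583 ± 89.6 (SD, n = 10) in tumors, a log2 fold change of 0.43 (standard error 0.12, adjusted p = 0.00901). The gene of mad4, named Mxd4 here, had signals of 1165 ± 201 (SD, n = 4) and 1343 ± 423 (SD, n = 10) and did not pass the test (log2 fold change 0.15, adjusted p = 0.540). Mxi1, another Max partner that opposes Myc, rose (log2 fold change 1.05, adjusted p = 3.0e-06), a call that was lost with the values of 0 kept as deposited. Of 8 genes of the network of Myc, Max and Mxd proteins, 3 rose, which are Myc, Mxi1 and Max, none fell and 5 did not pass the test (3 rose when adjusted over the list alone). The list had adjusted p = 0.0342 from camera and adjusted p = 0.224 with an estimated correlation, and the list lost its call in 7 of 26 alternatives (adjusted p up to 0.224), among them without control replicate 4.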

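Miz-1, encoded by Zbtb17 (probe set 99932_at), had a signal of 26.0 ± 3.57 (SD, n = 4) in control lung and 34.8 ± 23.0 (SD, n = 10) in tumors. It was below 70 on every array but that of 1 large tumor. At these signals the gene stood below the filter, so it was not tested and no fold change is given.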

Differentially expressed genes (DEGs) were also compared to published data where c-Myc target genes were listed [22–24]. Such comparisons revealed known c-Myc-responsive genes, i.e. genes whose expression was changed in response to c-Myc activation, as well as known c-Myc targets, e.g. genes known to bind c-Myc directly (Table 1 and Supplementary Table S1). Out of 162 genes up-regulated in tumors, 29% were already reported as c-Myc targets or their relatives, i.e. those belonging to gene families which include known c-Myc targets (Figure 3A, left panel). Many of these genes code for proteins involved in cell cycle regulation (e.g. Cdk4, Ccnb1 and Cks2) and apoptosis (e.g. Hspa9a and Trp53). 

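Both Cks genes, which encode subunits of the cyclin-dependent kinases, were higher in all 10 tumors than in every control lung. Cks2 had a signal of 69.5 ± 15.2 (SD, n = 4) in control lung, 699 ± 219 (SD, n = 3) in small, 415 ± 263 (SD, n = 4) in middle-sized and 403 ± 347 (SD, n = 3) in large tumors, with a log2 fold change of 2.47 (standard error 0.42, adjusted p = 3.0e-04) over all sizes. Cks1b rose from 125 ± 24.4 (SD, n = 4) to 932 ± 291 (SD, n = 10), a log2 fold change of 2.87 (standard error 0.26, adjusted p = 7.1e-07). Ccnb1 and Trp53 were not analysed here.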

Alike, among the 301 repressed genes 7% are known c-Myc targets or their relatives (Table 1, Figure 3A, right panel); nonetheless about half of the genes with increased expression in PLAC (56%) and the majority of down-regulated genes (79.4%) are so far unknown as c-Myc-targets in lung cancer. 

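Nek6, a kinase of mitotic spindle assembly, had a signal of 136 ± 22.4 (SD, n = 4) in control lung and 449 ± 79.3 (SD, n = 9) in tumors, a log2 fold change of 1.72 (standard error 0.17, adjusted p = 2.8e-06). All 9 tumors with a value lay above all control lungs. Prc1, which bundles the microtubules of the central spindle, rose from 66.2 ± 14.2 (SD, n = 4) to 282 ± 141 (SD, n = 10), a log2 fold change of 1.80 (standard error 0.33, adjusted p = 4.7e-04). By size, Prc1 was 5.44-fold higher in small, 2.68-fold in middle-sized and 3.78-fold in large tumors, and Nek6 3.10-fold, 3.31-fold and 3.49-fold higher.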

Taken collectively, new c-Myc-target and responsive genes were identified and included over-expressed Stk6, Nek6, Prc1, Ect2, and Birc5 and repressed Cdkn2d, Lats2, Bnip2 and Hey1, which are highly interesting disease candidate genes for their essential role in the regulation of cell cycle and programmed cell death. 

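Cebpa, a transcription factor of epithelial differentiation (probe set 98447_at), was higher in all 10 tumors than in every control lung. Its signal was 1777 ± 213 (SD, n = 4) in control lung, 5306 ± 284 (SD, n = 3) in small, 4607 ± 735 (SD, n = 4) in middle-sized and 5734 ± 748 (SD, n = 3) in large tumors, with a log2 fold change of 1.55 (standard error 0.12, adjusted p = 1.7e-07) over all sizes. Elf5, an ETS transcription factor of the epithelium, rose from 227 ± 35.5 (SD, n = 4) to 1347 ± 329.7 (SD, n = 10), a log2 fold change of 2.55 (standard error 0.18, adjusted p = 5.9e-08), and likewise lay above the controls in every tumor.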

The expression of some genes known to be c-Myc-responsive such as CEBPα was oppositely regulated in lung adenocarcinomas when compared with previously reported studies, therefore pointing to tissue-specific responses to c-Myc activity. These genes are *italicized* in Supplementary Table S1A and S1B. Note, for its known c-Myc responsiveness, cyclin D1 was included in Supplementary Table S1 and even though the fold change was significant it did not meet the set threshold criteria of > 3-fold. 

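Ccnd1 (probe set 94232_at) had a signal of 909 ± 87.5 (SD, n = 4) in control lung and 1369.9 ± 203 (SD, n = 10) in tumors, and 9 of 10 tumors lay above all control lungs. This is a log2 fold change of 0.58 (standard error 0.13, adjusted p = 0.00203). By size the ratio of mean signals was 1.62 in small, 1.48 in middle-sized and 1.42 in large tumors.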

In Supplementary Table S1 the common regulated genes, i.e. *c-myc*, *ccnb1*, *cdc2A* and *ect2* are shown in bold and were included as their expression increased significantly from transgenic lung tissue to tumor.

**Figure 3:**
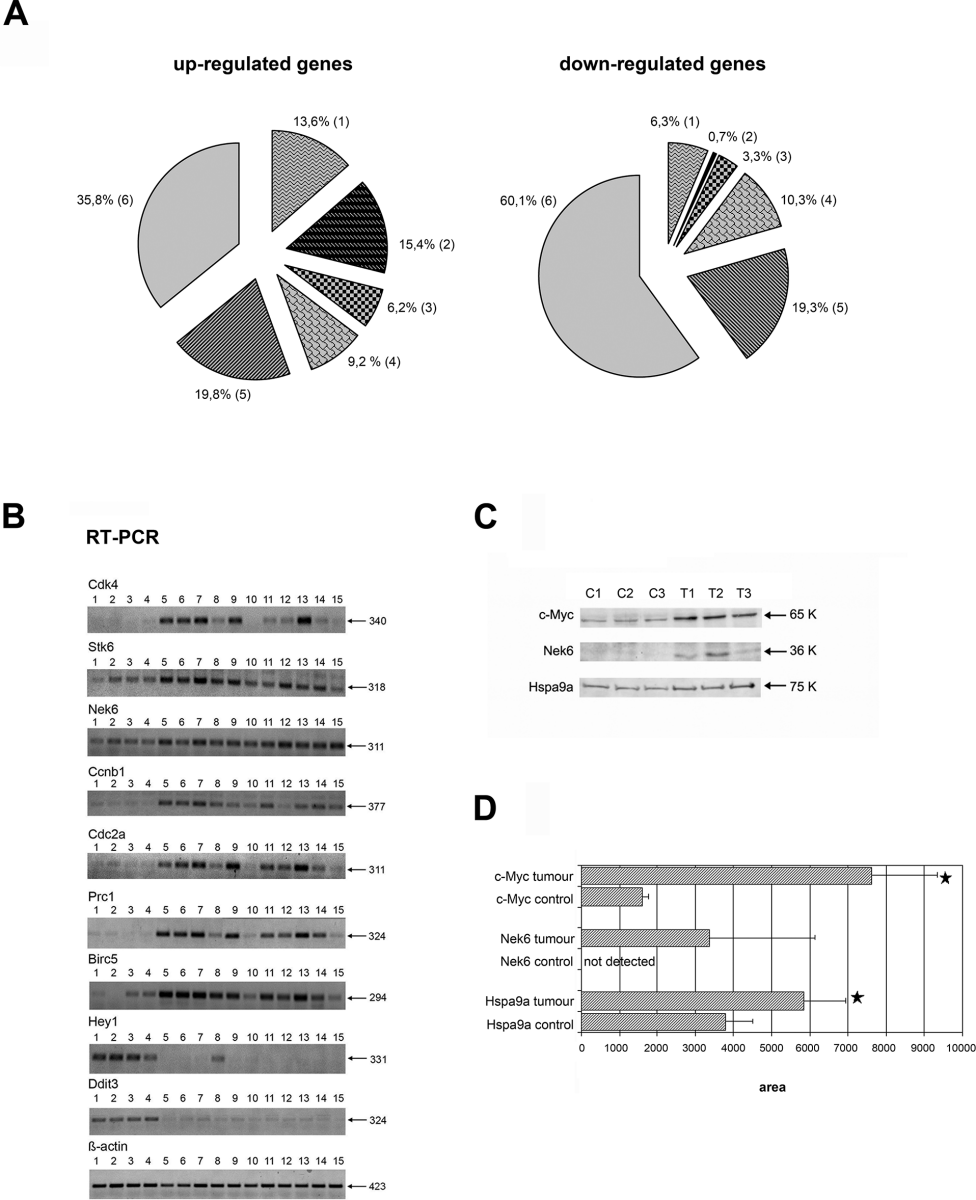
Summary information of differentially expressed genes in c-Myc lung cancer and validation of candidate genes by RT-PCR and Western blotting **A.** Differentially expressed genes in lung adenocarcinomas of c-Myc-transgenic mice: known responsiveness/interaction with c-Myc; proportion (%) of genes containing potential c-Myc binding sites in the promoter region. Left panel: results for 162 up-regulated genes; Right panel: results for 301 down-regulated genes. 1 - known c-Myc targets and their relatives. 2 - known c-Myc targets and their relatives containing c-Myc binding sites. 3 - known c-Myc-responsive genes and their relatives containing c-Myc binding sites. 4 - known c-Myc-responsive genes and relatives. 5 - new c-Myc-responsive genes with predicted and experimentally proven c-Myc binding sites. 6 - new c-Myc-responsive genes. **B.** RT-PCRs for selected genes: lanes 1–4: control lung; lanes 5–7: pools of small-sized tumors; lanes 8–12: middle-sized tumors; lanes 13–15: large-size tumors. **C.** Western blot analysis for selected genes: C1–C3 - control non-transgenic lung; T1–T3 - papillary lung adenocarcinomas of SPC/c-Myc-transgenic mice. **D.** Densitometric scans of Western blots; bars marked with a * are significantly different from non-transgenic animals; *p* < 0.05.

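The same genes were compared directly between tumor sizes. Between small and large tumors 2 of 6913 probe sets passed the test, both higher in small tumors. Cldn5 had a signal of 354 ± 144 (SD, n = 3) in small and 70.0 ± 40.7 (SD, n = 3) in large tumors, a log2 fold change of 1.97 (standard error 0.29, adjusted p = 0.0487). The other, probe set 103012_at, has no gene symbol in the annotation used here and differed by 1.26 on the log2 scale. Between small and middle-sized and between middle-sized and large tumors, limma called 0 probe sets, with 449 and 678 at an unadjusted p under 0.05, and the methods' unpaired test called 298 and 371 at that level. The difference in Cldn5 lost its call in 17 of 29 alternatives (adjusted p up to 0.798), among them without control replicate 1, 2, 3 or 4, small tumor replicate 1 or 2 or large tumor replicate 2 or 3. Without middle tumor replicate 4, 10 probe sets were called between small and large and 10 between middle-sized and large tumors. Without large tumor replicate 1 these were 8 and 1 and without middle tumor replicate 1, 6 and 1, while without small tumor replicate 3 there was 1 between small and large tumors.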

In regards to tumor size no qualitative difference in gene expression profiles was observed. This agrees with the histological examination of tumors all of which were classified as PLACs of various sizes. However, some quantitative differences were observed (up to 2- to 3-fold) in the expression level of some genes between small and large tumors. 

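Between small and large tumors, the lists of erythroid, endothelial and glycolysis genes passed only with camera at a set correlation. The 4 erythroid markers had a median log2 difference of 0.97 between small and large tumors (adjusted p = 0.00145 from camera and adjusted p = 0.367 with an estimated correlation), and Hbb-b2, a beta globin, had a signal of 1347 ± 594 (SD, n = 3) in small and 457 ± 163 (SD, n = 3) in large tumors. The 25 endothelial markers had a median difference of 0.21 (adjusted p = 1.4e-04 from camera and adjusted p = 0.495 with an estimated correlation). The 12 genes of glycolysis had a median difference of -0.36 (adjusted p = 1.4e-04 from camera and adjusted p = 0.313 with an estimated correlation). Hk2, a hexokinase, had a signal of 331 ± 34.4 (SD, n = 3) in small and 755 ± 164 (SD, n = 3) in large tumors. By gene, 0 erythroid, 1 endothelial and 0 glycolysis genes passed the test (2, 2 and 5 when adjusted over the list alone). Of 27 lists, 8 were higher and 1 was lower in small than in large tumors with camera, but 0 passed with an estimated correlation and 0 with fry.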

Among those with substantially higher expression level in small-size tumors were cell cycle regulators and the proto-oncogene ect2. Furthermore, expression of some genes in tumors were absent, while their expression was abundant in non-transgenic healthy control lungs (highlighted by grey rows accordingly in Supplementary Table S1B). This included the pro-apoptotic Ddit3 and transcription factor Nr2f1, which exerts anti-AP-1 activity and are a mediator of the anti-cancer effect of retinoic acid [25].

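More genes of mitosis passed the test against control lung in small tumors than in larger ones. Of 39 genes of G2/M and mitosis, 36 were higher than in control lung in small tumors, 16 in middle-sized and 19 in large tumors. In the direct comparison of sizes, the median log2 difference was 0.65 between small and large tumors (adjusted p = 3.2e-08 from camera and adjusted p = 0.612 with an estimated correlation) and 0.76 between small and middle-sized tumors (adjusted p = 1.4e-14 from camera and adjusted p = 0.436 with an estimated correlation). No single gene of the list passed the test between sizes, and the highest list mean of 1 array was that of a large tumor. On the log2 scale the lowest were 6.96 in middle tumor replicate 4 and 7.01 in large tumor replicate 3, against 6.61 to 6.73 in control lung. Middle tumor replicate 2 (8.37) and large tumor replicate 1 (8.66) lay within or above the range of the small tumors (8.10 to 8.63). Middle tumor replicates 1 (7.30) and 3 (7.91) and large tumor replicate 2 (7.61) lay below that range as well. The contrast by size therefore does not rest on the lowest tumors alone. It was not established, since the share of variance between sizes was 0.285 (permutation p = 0.304). Ect2 had a log2 fold change of 1.39 (standard error 0.53, adjusted p = 0.513) between small and large tumors, with signals of 476 ± 119 (SD, n = 3) and 207 ± 145 (SD, n = 3), and Prc1 a log2 fold change of 0.80 (standard error 0.45, adjusted p = 0.664). The spread between tumors of 1 size was wide outside the pools, for Mki67 from 33.7 to 626 in the 3 large tumors.

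**Figure D2:**
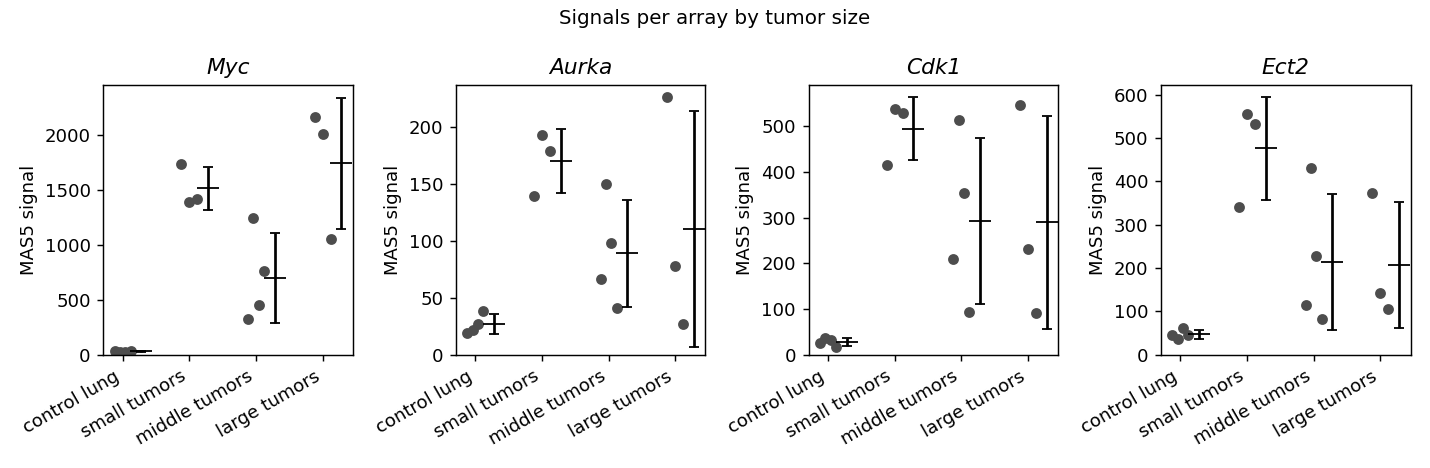
Signals of Myc, Aurka, Cdk1 and Ect2 on each array, with mean and SD beside the points, in control lung (n = 4), small (n = 3), middle-sized (n = 4) and large tumors (n = 3).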

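Ddit3 had a signal above 70 in all 4 control lungs and in 4 of 10 tumors, which are the 3 pools of small tumors and 1 middle-sized tumor, at 19.0 to 99.1 over all tumors. Nr2f1 (probe set 102715_at) had a signal of 61.3 ± 13.8 (SD, n = 4) in control lung and 3.51 ± 2.04 (SD, n = 10) in tumors. Its highest control signal was 74.5, so it stood below the filter and was not tested. Nr2f1 signals were lower in every tumor than in every control lung, but with nearly all of them under 70 no fold change is given.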

### Validation of microarray data by RT-PCR and Western blotting of regulated genes

To verify results by an independent method RT-PCR assays were performed by selecting several up-regulated cell cycle and apoptosis genes, i.e. Cdk4, Stk6, Nek6, Ccnb1, Cdc2a, Prc1 and Birc5 as well as the down-regulated (bHLH)-type transcriptional repressor Hey1 and the multifunctional transcription factor Ddit3. The changes in gene expression found in lung tumors by both methods (microarray & RT-PCR) were in agreement (Figure 3B, Table 2). In addition, the regulation of Cdk4, Ccnb1, Cdc2a, Prc1 and Birc5, which are part of the mortalin network (see below), was supported by RT-PCR assays. Besides, c-Myc and Nek6 protein expression was evaluated by Western blot analysis (Figure 3C), and quantified by gel densitometry (Figure 3D) to confirm their regulation at the protein level.

**Table 2:** Validation of microarray data by RT-PCR

Gene	Method	Mean FC size of tumors		
		small	middle	large
Cdk4	RT-PCR	3.0	2.0	1.4
	Affymetrix	2.7	2.1	2.9
Stk6	RT-PCR	6.6	3.1	4.1
	Affymetrix	6.4	3.4	4.2
Nek6	RT-PCR	3.0	2.6	2.9
	Affymetrix	3.1	3.2	3.5
Ccnb1	RT-PCR	9.5	4.0	5.4
	Affymetrix	22.2	9.4	12.8
Cdc2a	RT-PCR	13.3	6.5	8.3
	Affymetrix	18.0	10.6	10.5
Prc1	RT-PCR	8.0	5.1	5.5
	Affymetrix	6.0	3.0	4.2
Birc5	RT-PCR	10.1	4.8	4.9
	Affymetrix	8.6	4.5	6.0
Hey1	RT-PCR	A	−1.9	A
	Affymetrix	−4,9	−3.7	−5,1
Ddit3	RT-PCR	−4.0	−3.5	−5.9
	Affymetrix	−2,3	−3,5	−6,2

A - “Absent” - no gene expression was detected

The gene expression values in all samples were normalized to the beta-actin expression and used to calculate mean expression values for tumors of various sizes and control lung tissue extracts. The mean fold change was computed as a ratio between mean gene expression values for tumor sets and control non-transgenic lung as a baseline.

### Search for c-Myc gene networks

A bioinformatics strategy to search for regulatory gene networks in lung adenocarcinomas of c-Myc transgenic mice was previously published [26]. In the present study 8 different position weight matrices (PWMs) containing E-box motifs were applied to genomic sequences of regulated genes (see Materials and Methods section for details and Supplementary Figure S2). Among genes regulated in tumor and non-tumorous transgenic lung tissue (see Supplementary Tables S1 and S10 for transgenic non-tumor data) 24, 22 and 198 c-Myc binding sites were identified (Supplementary Table S11). The average number of c-Myc binding sites in promoters of up-regulated genes was increased by 2-fold when compared to repressed genes and included the known c-Myc targets Cdk4, Kif11, Hspa9a, Aurka or Stk6, Ccnb1, Trp53 and Cebpα as well as the putative gene targets Prc1, Elf5, Klf7, Lats2 and Anp32a (Supplementary Table S1). 

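Tbx3, a T-box transcription factor, had a signal of 212 ± 25.7 (SD, n = 4) in control lung and was below 70 in every tumor, at least 3.03-fold lower in every size (log2 fold change -1.59, adjusted p = 9.2e-09). Klf7, a Krüppel-like factor, fell from 352 ± 70.1 (SD, n = 4) to 120.2 ± 19.0 (SD, n = 10), a log2 fold change of -1.57 (standard error 0.15, adjusted p = 1.1e-06). Tcf21, a transcription factor of the lung mesenchyme that also stands in the list of fibroblast markers, fell from 960.4 ± 244 (SD, n = 4) to 70.0 ± 35.1 (SD, n = 10) (log2 fold change -3.48, adjusted p = 9.8e-10). Foxf2 (log2 fold change -0.67, adjusted p = 1.8e-04) and Meis1 (log2 fold change -0.40, adjusted p = 0.00457) were below 70 in every tumor and low in control lung, at 113 ± 25.1 (SD, n = 4) and 91.3 ± 20.1 (SD, n = 4). For Tbx3, Klf7 and Tcf21 all tumors lay below all control lungs. All tumor signals of Tbx3, Foxf2 and Meis1 were set to 70, so their adjusted p holds no spread between tumors. The endothelial markers fell as well, with a median log2 fold change of -2.82.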

Repression of several transcription factors was observed, some carrying c-Myc binding sites in their promoters such as Foxf1, Tbx3 and Klf7 (Supplementary Table S1).

Next, master regulatory molecules were defined by utilizing the GeneWays network information and a maximum radius of 4 steps upstream of an input dataset was selected. In the case of tumor associated repressed genes the analysis revealed Gata3 as master regulator and 63% or 15 out of 24 are part of the regulatory gene network (Figure 4A). 

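In the paper's network of Gata3, 21 elements connect the repressed genes, and 19 of them could be given a gene name here. Of the 13 tested in tumors against control lung, 2 were higher, 4 lower and 7 did not pass the test, and 6 stood below the filter on low signals. Shh, the ligand sonic hedgehog (log2 fold change 1.31, adjusted p = 1.2e-04), and Cdk4 rose. Mapt, the microtubule-associated protein tau (log2 fold change -3.76, adjusted p = 1.3e-11), and Gata2, a transcription factor of blood and endothelial cells (log2 fold change -1.99, adjusted p = 5.3e-07), fell, and the fall of the apoptosis inhibitor Bcl2 (log2 fold change -0.55, adjusted p = 0.00946) and of the kinase Mapk14 (log2 fold change -0.39, adjusted p = 0.00740) was smaller. Akt1 did not pass the test (log2 fold change 0.19, adjusted p = 0.185).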

The entire network consisted of 36 genes, however *n* = 21 remained unchanged in expression. Note Gata3 is part of the composite module that defines repressed gene expression and the gene coding for this zinc finger protein was highly significantly repressed to 15% of control values in the lung tumors analyzed. 

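Gata3 (probe set 100924_at) was low in all samples, with a signal of 114 ± 41.5 (SD, n = 4) in control lung and 12.3 ± 10.3 (SD, n = 10) in tumors. All 10 tumors were below 70, and the mean tumor signal, 10.8% of the control mean as measured, is 60.6% of it with signals below 70 set to 70, 1 control lung among them. On that scale the log2 fold change was -0.65 (standard error 0.16, adjusted p = 0.00394).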

Gata3 plays a key role in airway remodeling during organ development [27] and this transcription factor functions as a tumor suppressor by controlling the expression of lung metastasis inhibitors (DLC1 (deleted in liver cancer 1) and PAEP (progestagen-associated endometrial protein) [28]. Cooperativity between Myc and Gata3 in the transcriptional control of gene expression was also reported [29].

**Figure 4:**
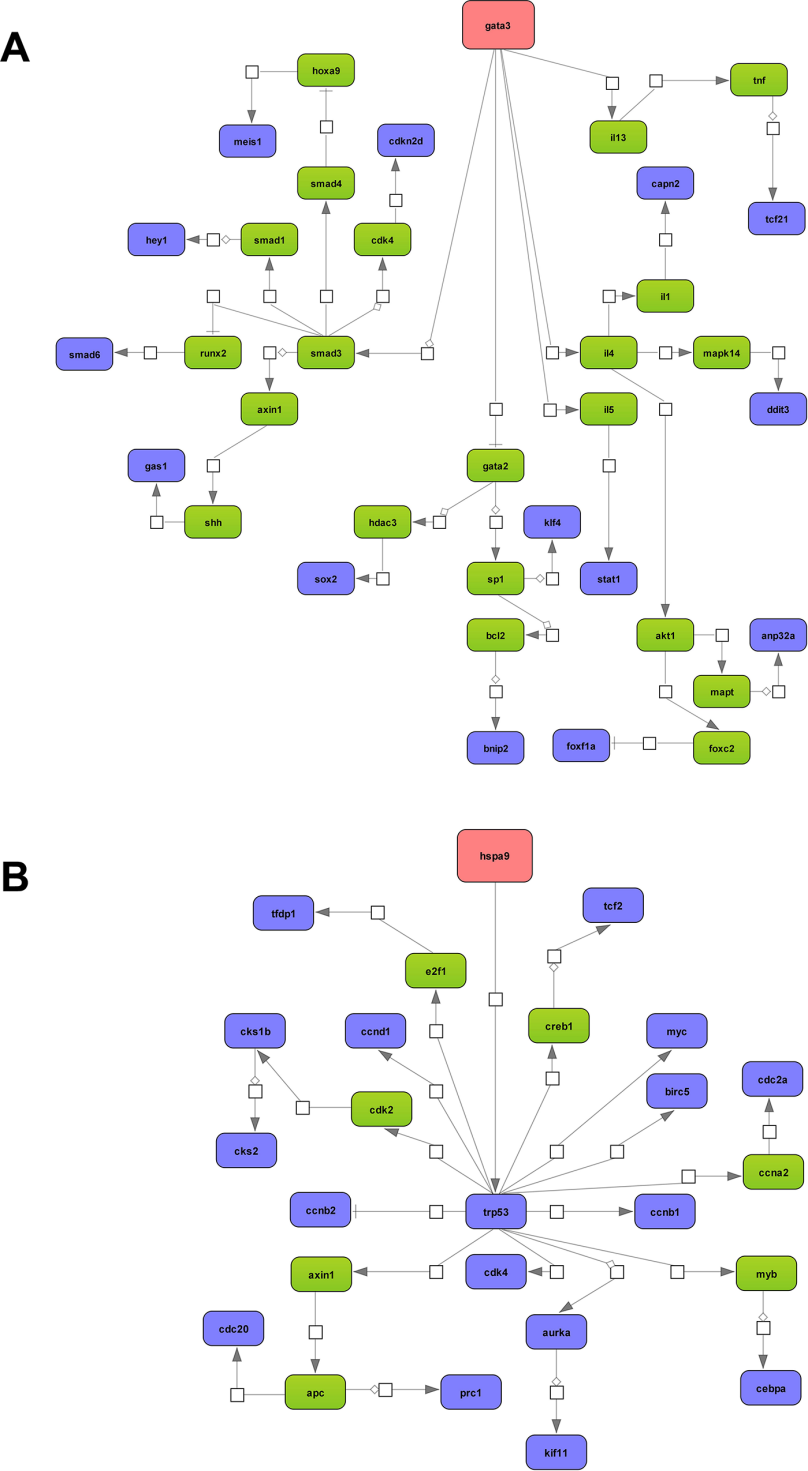
Master regulatory gene networks in lung tumors of c-Myc transgenic mice **A.** Gata 3 master regulatory network of repressed gene expression. 63% or 15 out of 24 down- regulated genes are part of the GATA3 regulatory network. **B.** Hspa9 (= mortalin) master regulatory network of induced gene expression. 67% or 18 out of 27 regulated genes are part of the Hspa9 network. The networks were constructed with the GeneXplain platform; the colour coding red, blue and green represent nodes for master regulator, regulated genes and connecting genes, respectively. An activation, inactivation and regulation are denoted by the symbols 

, respectively.

Employing the same strategy Hspa9 (=mortalin) was identified as master regulator for tumor up-regulated genes. This protein is a member of the Hsp70 heat shock protein (HSP) family and functions as a molecular chaperone; it was up-regulated by 3.3 fold in the tumors analyzed and 18 out of 27 up-regulated genes are part of the Hspa9 network (Figure 4B). c-Myc binding to Hspa9 promoter sites is supported by EMSA (see below) and the targeting of Hsp70 and Hsp90 in the treatment of lung cancer is actively pursued.

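Hspa9 (probe set 97914_at) had a signal of 551 ± 61.4 (SD, n = 4) in control lung, 1388 ± 200.1 (SD, n = 3) in small, 1379 ± 527 (SD, n = 4) in middle-sized and 1824 ± 313 (SD, n = 3) in large tumors. The ratio of mean signals was 2.52 in small, 2.50 in middle-sized and 3.31 in large tumors, and all 10 tumors lay above all control lungs. Over all sizes this is a log2 fold change of 1.43 (standard error 0.19, adjusted p = 2.4e-05).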

In the same way the non-tumor transgenic data were analyzed. Here, Msn (=moesin) was defined as a master regulator and contributed to 52% (88 out of 171) of the overall network (Figure 5). Msn itself was up-regulated by nearly 4-fold and the protein links the actin-cytoskeleton to the plasma-membrane [30] to function as a tumor suppressor in lung cancer

**Figure 5:**
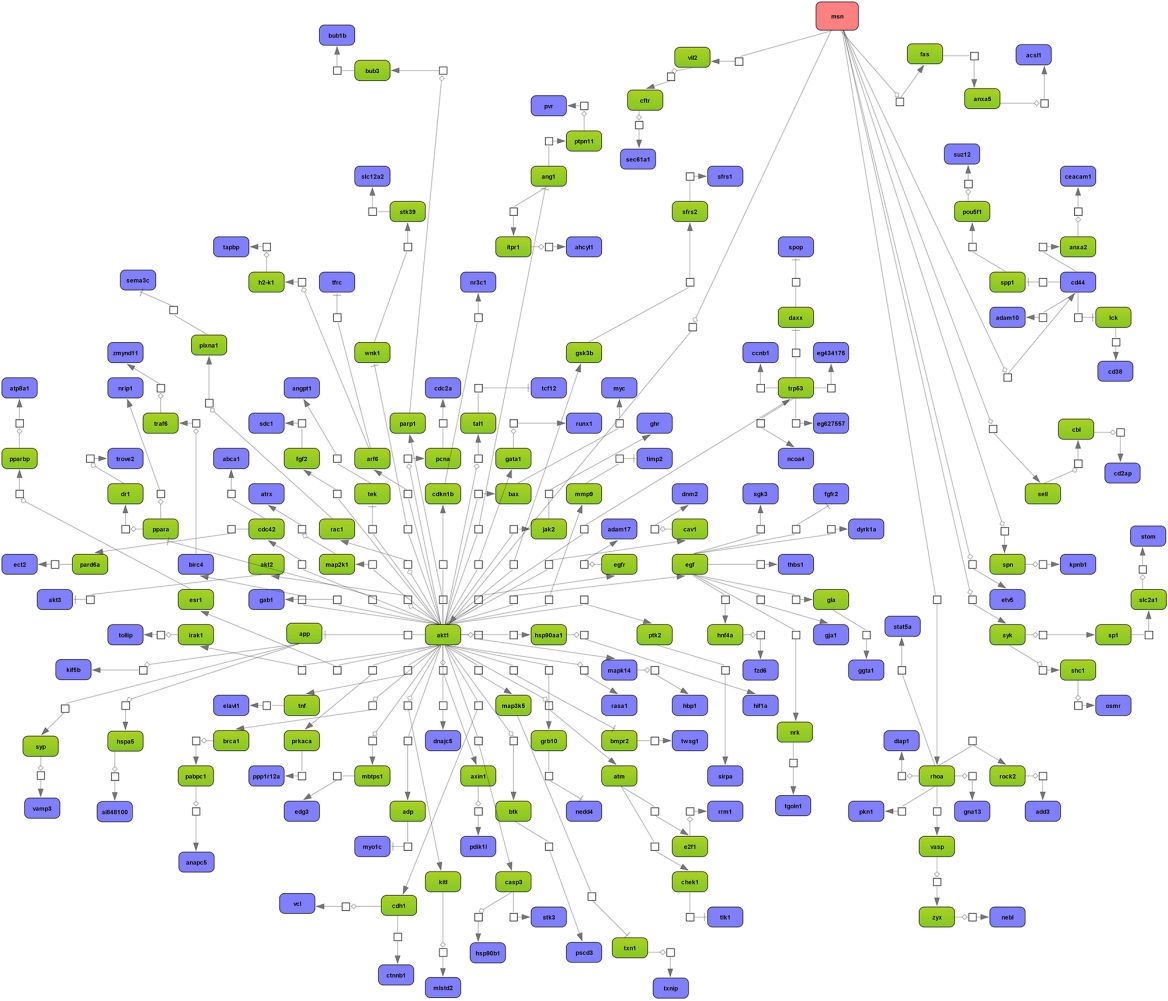
Master regulatory gene networks in non-tumor c-Myc transgenic mice Depicted is the moesin master regulatory network. Nearly 38% or 88 out of 233 of the up-regulated genes contributed to this network. The networks were constructed with the GeneXplain platform. The color coding red, blue and green represent nodes for master regulator, regulated genes and connecting genes, respectively. An activation, inactivation and regulation are denoted by the symbols 

, respectively.

### Functional composite modules

The co-occupancy of different transcription factors was analyzed at gene specific promoters and for tumor regulated repressed genes three composite modules were defined by the genetic algorithm (Supplementary Table S5). Two of them consisted of Myc, Klf7 and Gata3 or Myc, Sox18 and P53. The genes coding for these transcription factors were regulated as well (see Supplementary Table S1) and the composite module comprising Klf7 and Gata3 was considered to be highly relevant as both TFs were repressed in expression (see Supplementary Table S1 and Figure 6A). Among 24 down-regulated genes 15 (63%), 16 (67%) and 23 (96%) had consensus binding sites for c-Myc, Klf7 and Gata3, respectively while the entire composite module fitted 11 promoters or 46% of down-regulated tumor specific genes. Likewise, 22 (92%), 22 (92%) and 23 (96%) genes contained binding sites for c-Myc, Sox18 and P53, respectively while the entire composite module fitted 20 promoters or 83% of down-regulated genes (Figure 6B). Besides, c-Myc DNA binding at Klf7 and P53 gene specific promoter sites were confirmed by EMSA band shift assay as detailed below. It was shown earlier that p53 expression is induced by c-Myc in NSCLC cells [31]. Conversely, repressed expression of Sox18 in lung tumors of c-Myc transgenic mice may be caused by hyper-methylation, i.e. an epigenetic mechanism [32]. 

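Sox18, a transcription factor of endothelial cells, had a signal of 1909.8 ± 299 (SD, n = 4) in control lung and 310.2 ± 94.4 (SD, n = 10) in tumors, a log2 fold change of -2.66 (standard error 0.24, adjusted p = 6.2e-07). Every tumor lay below every control lung. Its fall was close to the median of the endothelial markers, a list that holds it. Cdh5, VE-cadherin (log2 fold change -3.19), Eng, endoglin (-2.82), and Kdr, a VEGF receptor (-2.10), fell with it. DNA methylation was not analysed here.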

In the case of tumor specific up-regulated genes the predicted composite module comprised of Myc, Elf5 and Cebpα binding sites found in 20 (74%), 26 (96%) and 25 (93%) genes, respectively while the entire composite module fitted 17 promoters or 63% of up-regulated genes (Figure 6C). Likewise, c-Myc binding at gene specific promoter sequences of Elf5 and Cebpα was confirmed by EMSA band shift assay as detailed below. Lastly, a composite module (score: 47.63) for up-regulated DEGs in non-tumor transgenic lung was computed and consisted of Myc, Hbp1 and Hif1 (Figure 6D). Binding sites for these transcription factors were found in 101 (43%), 58 (25%) and 124 (53%) genes, respectively. It was shown earlier that Hbp1 functions as a tumor suppressor [33] by inhibiting oncogenic Wnt-β-catenin signaling [34] while oncogenic c-Myc activity is inhibited by its interaction with the tumor suppressor protein Hbp1 [35]. 

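Hif1a, the oxygen-regulated subunit of Hif1, had a higher signal in all 10 tumors than in every control lung. The signal was 1364 ± 89.4 (SD, n = 4) in control lung and 2063 ± 408 (SD, n = 10) in tumors, a log2 fold change of 0.57 (standard error 0.15, adjusted p = 0.00542). Hbp1 was not analysed here, and neither was transgenic lung without tumors.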

In non-cancerous transgenic lungs the gene expression of Hbp1 and Hif1 was up-regulated by 3 and 5-fold, however was unchanged in lung tumors.

**Figure 6:**
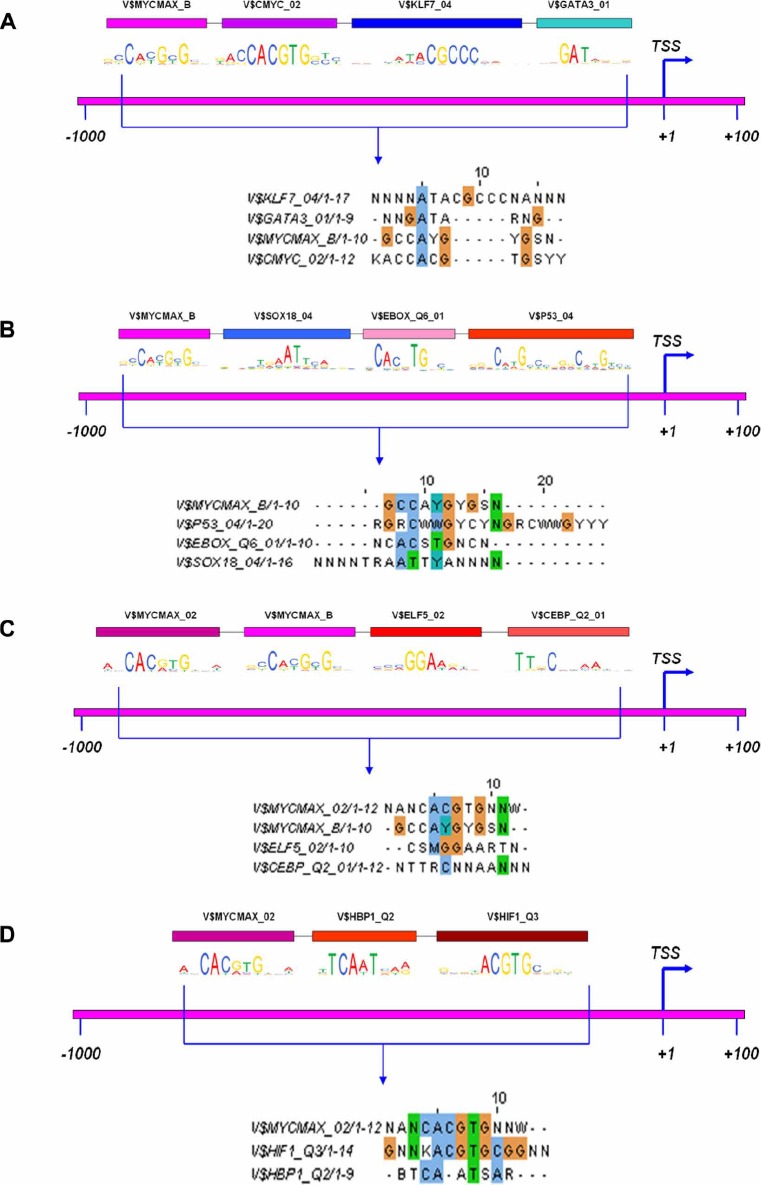
Functional transcription factor composite modules The co-occupancy of different transcription factor binding sites at gene specific promoters was analyzed. The promoter region with the best possible composite module is depicted with the consensus motif sequence locus. The software Clustal W2 (http://www.ebi.ac.uk/Tools/msa/clustalw2/) was used for multiple sequence alignment (MSA) of motifs as to define overlapping regions. **A.** Composite module for down-regulated genes. 63, 67 and 96% had consensus binding sites for c-Myc, Klf7 and Gata3, respectively; the entire composite module fitted 46% of regulated genes. **B.** Alternate composite module for down-regulated genes. 92, 92 and 96% had consensus binding sites for c-Myc, Sox18 and P53, respectively; the entire composite module fitted 83% of regulated genes. **C.** Composite module for up-regulated tumor genes. 74, 96 and 93% had consensus binding sites for Myc, Elf5 and Cebpα, respectively; the entire composite module fitted 63% of up-regulated genes. **D.** Composite module for up-regulated non-tumor transgenic lung. 43, 25 and 53% genes had consensus binding sites for c-Myc, Hbp1 and Hif1, respectively.

### Experimental validation of gene networks by electrophoretic mobility shift assay

c-Myc DNA-binding activity was studied at predicted promoter sites by EMSA; its binding activity was lost in competition assays at 100-fold excess of unlabeled probe. Probes mutated by a single base in the E-box motif were unable to shift the bands therefore demonstrating specificity. A total of 14 Myc binding sites at 13 gene specific promoter sites were studied (see Figure 7 and Supplementary Table S8 for full description of the binding sites). Next to the positive control c-Myc DNA binding activity was confirmed for 11 selected genes. Unfortunately, the yield of nuclear extracts from lung tumors was too low to carry out EMSA assays. Therefore, assays were performed with nuclear extracts from liver tissue of another transgenic mouse model with targeted expression of c-Myc to the liver. These mice develop cancer as well [36] and are a rich source for nuclear proteins. In addition nuclear extracts of HeLa cells served as a positive control. Amongst the tumor specific genes Gata3 was of great importance. This tumor suppressor functions as a master regulatory molecule in the network of repressed genes, and, consistently, its transcript expression was repressed in lung tumor samples. Together with Gata3 the transcription factor Klf7 is part of the composite module (Figure 6A) and predicted to be a target of c-Myc. However, c-Myc DNA binding activity at one of the chosen Klf7 promoter sites was minimal and likely non-significant (Figure 7). 

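Foxf1 (probe set 93704_at), a forkhead transcription factor of the lung mesenchyme and vessels, had a signal of 388 ± 72.9 (SD, n = 4) in control lung. It was below 70 in every tumor, at 28.8 ± 16.7 (SD, n = 10), and so at least 5.55-fold lower in every size, with a log2 fold change of -2.45 (standard error 0.12, adjusted p = 1.2e-09) over all sizes. By size the signal was 41.8 ± 11.8 (SD, n = 3) in small, 30.8 ± 17.5 (SD, n = 4) in middle-sized and 13.2 ± 6.00 (SD, n = 3) in large tumors.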

Although c-Myc DNA binding activity was minimal at one of the 3 predicted Foxf1a promoter sites its transcript expression was significantly up-regulated. Note, this protein is part of the GATA3 gene network. Strong c-Myc DNA binding activity was determined for one of the two promoter sites of the Cebpα promoter and this factor is part of the composite module that defines the up-regulated tumor specific gene expression dataset (Figure 6C). EMSA assays also revealed weak DNA binding activity at one of the several c-Myc binding sites in the Hspa9 promoter sites and this protein functions as a master regulator for tumor specific up-regulated genes. Lastly, and with the exception of Prc1 strong c-Myc DNA binding activity was evidenced for Ccnd1, P53 (Trp53 in Figure 7) and are part of the mortalin master regulatory network.

**Figure 7:**
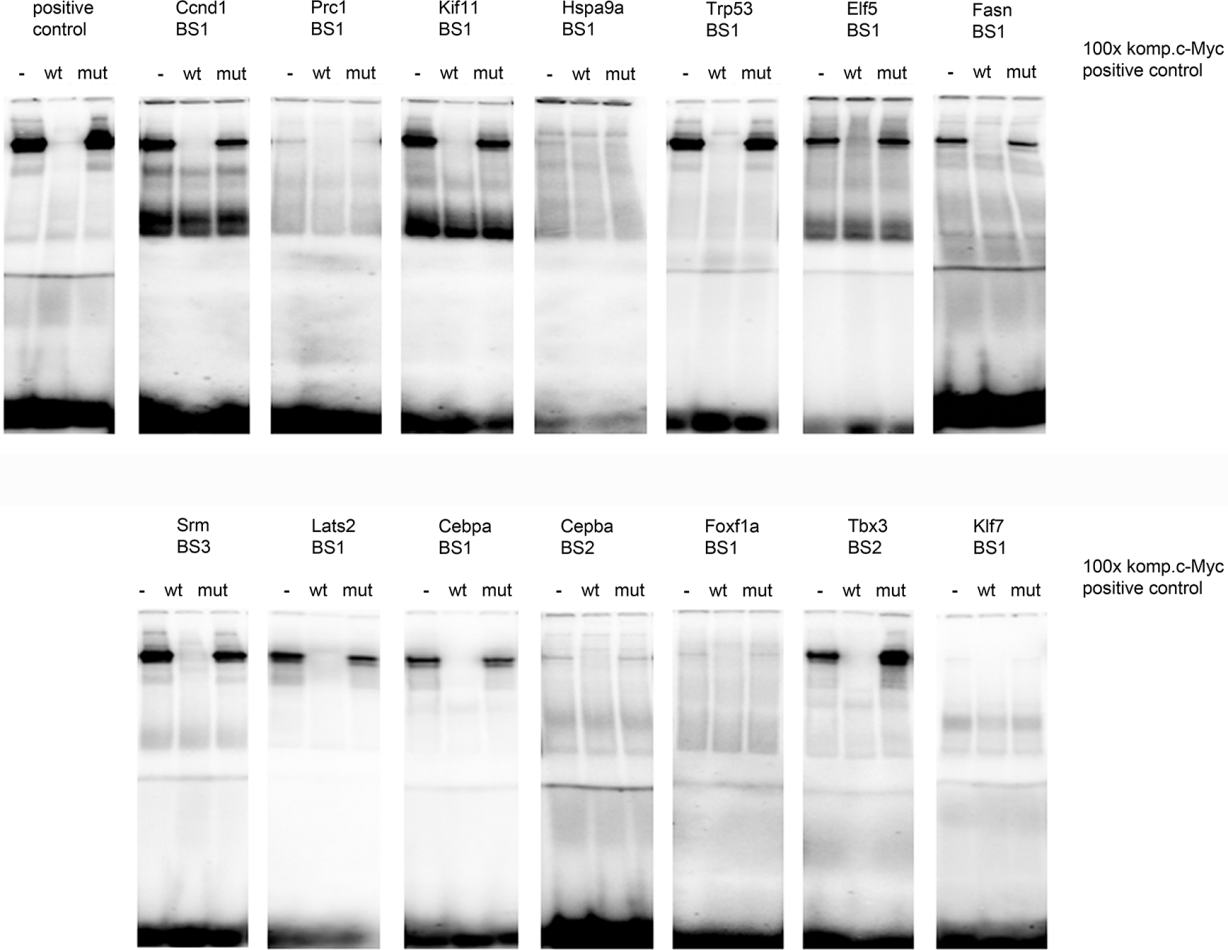
c-Myc DNA binding activity at gene specific promoters c-Myc DNA-binding at predicted gene-specific promoter sites of candidate genes was determined by EMSA. A total of 14 c-Myc binding sites were investigated using oligonucleotide probes described in Supplementary Table S8. Nuclear extracts from HeLa cells served as positive control (= positive control). DNA binding activity was assayed using probes specifically designed to recognize the predicted consensus binding site and is marked as – in the first lane of each gel. Specificity of DNA binding activity was determined in competition assays using 100-fold excess of the unlabeled probe (marked as wt = wild type) and by using a mutated (mut) probe whose nucleotide sequence was altered to be unable to recognize the core consensus binding site. Next to the positive control DNA binding activity was confirmed for Ccnd1, Prc1, Kif11, Trp53, Elf5, Fasn, Srm, Lats2, Cebpa, Foxf1 and Tbx3 and the observed bands were removed in competition assays with excess unlabelled probe (× 100 − fold) but not with the mutated probes. Notably, several commercially available C- and N- terminus directed antibodies were tested for their use in band shift assays but none of tested antibodies proved useful.

### ChIP assays with the human lung adenocarcinoma cell lines A549 and H1299

To further validate candidate genes identified in the microarray study as predictive of direct c-MYC target genes in human, ChIP assays with the lung cancer cell lines A549 and H1299 were performed (Figure 8A). Therefore chromatin sheared samples were incubated with an anti-MYC monoclonal antibody (black bars) or mouse IgG (grey bars) overnight. Enriched DNA fragments were analyzed by qPCR using specific primers located in the promoter regions of putative MYC target genes. Apart from CCND2 and CDK4 which served as positive controls, c-MYC occupancy at promoters of the genes BIRC5, PRC1 and SRM was studied as well. Furthermore, two specific loci within CCNB2 (within exon 9) and ACTB (in the promoter) were used as negative controls and the results were averaged and are denoted by the column marked NSB (= non-specific binding). As depicted in Figure 8A, qPCR evidenced the average MYC occupancy levels to be enriched in the H1299 cell line. Notably, the endogenous c-MYC expression levels differ by > 5-fold (Figure 8B) between the H1299 and A549 cell lines, confirming a direct correlation between the detection of c-MYC binding on target promoters and the endogenous c-MYC protein levels; therefore, in the latter cell line c-MYC occupancy levels were not significant.

**Figure 8:**
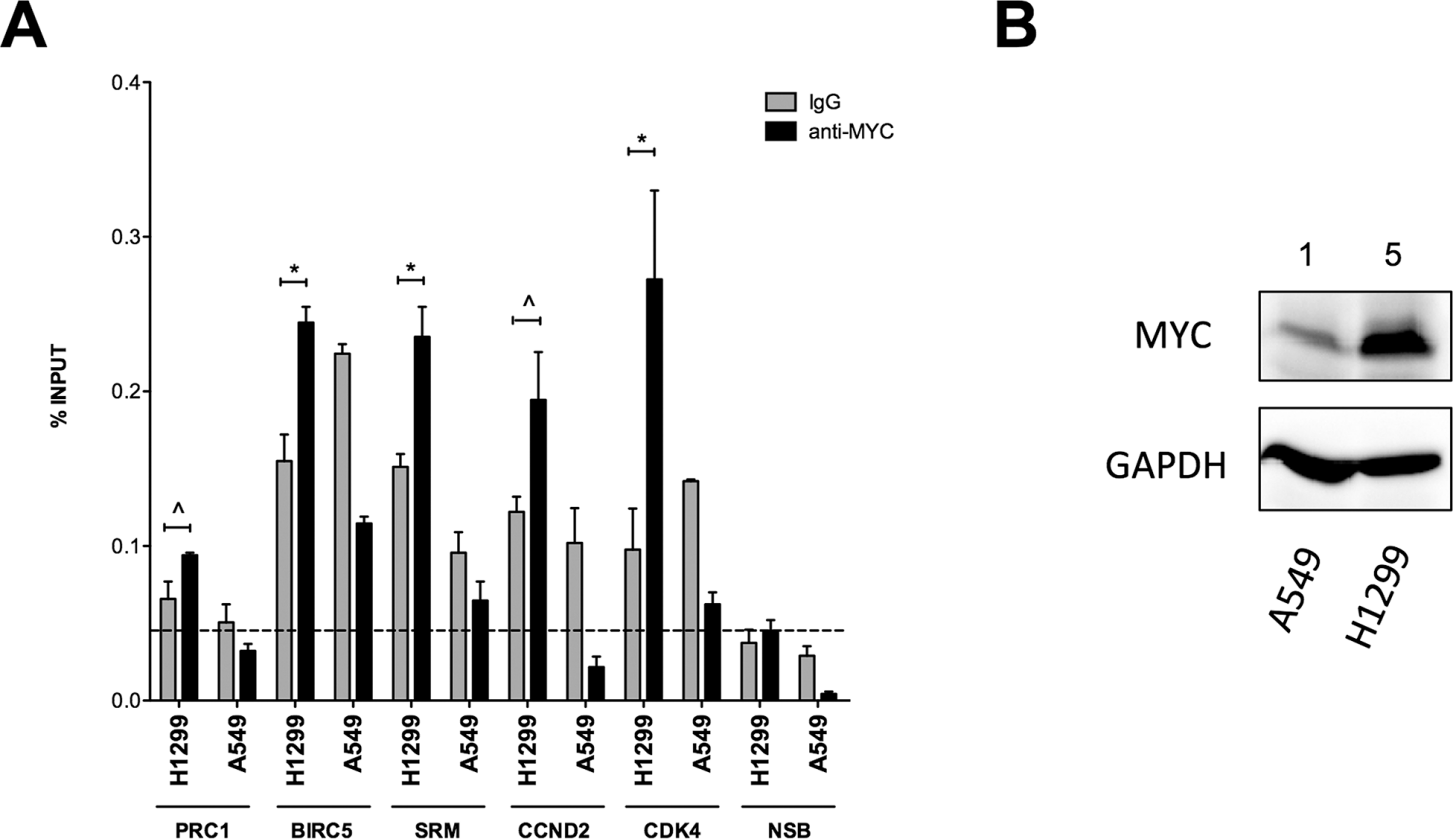
Occupancy analysis of newly established MYC target genes **A.** qPCR quantification of immuno-precipitated DNA fragments from H1299 and A549 Non-Small Cell Lung Cancer (NSCLC)-derived cell lines. Chromatin sheared sections samples were subjected to overnight incubation with anti-MYC monoclonal antibody (black bars) or mouse normal IgG (grey bars). Enriched DNA fragments were analyzed by qPCR using primers specifically located in the promoter regions of putative MYC target genes. CCND2 and CDK4 served as positive control and two loci within CCNB2 and ACTB were used as negative controls. Results were pooled and averaged and are denoted as NSB (NSB = non-specific binding). The level of non-specific occupancy for the H1299 samples is marked as indicated by the dashed line. Plotted are the average occupancy levels expressed as percentage of total input signals. Error bars represent the standard errors of three technical replicates. ^ = *p* < 0.05; * = *p* < 0.01. **B.** Western blotting of endogenous MYC in H1299 and A549 cells. Immuno-reactive bands are representative for one of two independent biological replicates. GAPDH protein detection was used as loading control. Numbers above the panels indicate the relative amount of MYC protein in the two NSCLC-derived cell lines.

### Chromatin-immunoprecipitation sequencing of non-lung cancer human as well as mouse cell lines

ChIP-seq data deposited in the UCSC Genome Browser (http://genome.ucsc.edu/) was retrieved both using hg19- and mm9-based ENCODE dataset. In total, 7 human cell lines, i.e. lymphoplastoid (GM12878), leukemia (K562), embryonic stem cell (H1-hESC), endothelial cell (HUVEC), hepatoma (HepG2), breast cancer (MCF-7), cervical carcinoma (HeLa) and two *murine* cell lines, i.e. B-cell lymphoma (CH12, analog of human GM12878 cell line) and leukemia (MEL, analog of human K562 cell line) were analyzed for c-Myc binding sites in promoter and other genomic regions of the differentially expressed genes that were originally identified in lung tumors of c-Myc transgenic mice. The comparison is based on overlapping promoter sequences for independent experiments. As shown in Supplementary Table S9, ChIP-seq data with human cell lines confirmed c-Myc binding for 100% and 82% of up-and down-regulated genes, respectively. Consistently, c-Myc occupancy was detected respectively for 73% and 52% of the up- and down-regulated genes (Supplementary Table S9). Fortuitously, the EMSA assay data with nuclear extracts of the positive control (HeLa cells) could directly be compared with the ChIP-seq data for HeLa cells deposited in the ENCODE database. The data was in agreement, i.e. strong c-Myc binding sites seen in EMSA assays with nuclear extracts from transgenic mice at gene specific promoter sites were likewise confirmed in ChIP-seq experiments using HeLa cells. As the molecular organization of orthologous promoters between human and mouse genes differs the obtained results imply evolutionary conservation of regulatory elements. Given the considerable agreement between the gene expression, EMSA, ChIP and ChIP-seq data of human and mouse cancer cell lines the identified genes can be considered as candidate genes of oncogenic c-Myc.

### Gene reporter assays

To explore the role of c-Myc in the control of gene expression three up-regulated genes were chosen that presented distinct and interesting features in the promoter sequences. Specifically, Prc1 displayed weakly bound c-Myc due to the presence of a non-consensus E box while Birc5 does not contain any E-boxes or E-box-like elements. In contrast, Srm contains E-box motifs and was shown to be a c-Myc responsive gene in different mouse and human cellular systems. Initially, transfection studies were carried out with a mouse lung cancer cell line isolated from lung tumors of a c-Myc/c-Raf transgenic lung cancer model [37]. Unfortunately, the transfection efficiency was too low for the development of gene reporter assays (data not shown). Therefore, gene reporter assays were developed in HEK 293T cells with mouse specific gene reporter constructs at varying c-Myc expression levels. Here, luciferase assays revealed for the mouse specific Srm promoter a 2-fold (*p* < 0.01), for Birc5 a slight but still statistically significant (*p* < 0.05) increase and for the Prc1 promoter no response (Figure 9A). Western blotting evidenced that the transfection with the c-Myc over-expression vector resulted in a 2-fold increase in c-Myc protein levels (Figure 9B). Interestingly, endogenous Max protein levels were also increased by nearly 2 fold in cells transfected with the c-Myc over-expression vector (Figure 8B). Overall, the gene reporter assays appeared to be in good agreement with the EMSA data, in that strong binding and transactivation could be related to the presence of a consensus E-box element. The lack of reporter induction with the Prc1 construct suggests that the c-Myc responsiveness observed at the level of the endogenous gene could dependent on regulatory sequences located outside of the 2kb region examined. The weak induction of the Birc5 promoter in the absence of any recognizable c-Myc-binding site suggests an indirect effect, such as c-Myc-dependent modulation of other transcription factors/cofactors. However, a c-Myc specific occupancy was also evident from ENCODE mouse ChIP-seq data, located in the same genomic region cloned in the reporter vector. Furthermore, in the human orthologous promoter there are two closely spaced E-box like elements, and the relative c-MYC occupancy appeared to be higher for BIRC5 compared to PRC1 in H1299 cells.

**Figure 9:**
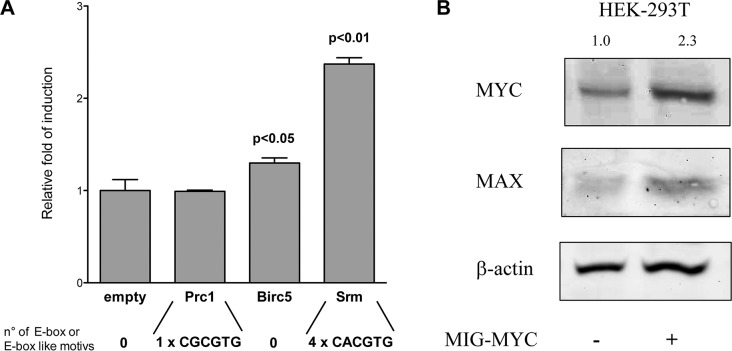
Gene reporter assays and Western Blot in HEK 293T cells **A.** Dual-luciferase assays in transiently transfected cells with the pCZ-REN-P-LUC retroviral vectors containing the Renilla reporter under control of a constitutive promoter and the Firefly reporter under control of the gene specific promoter of the novel candidate genes. Presented are the average ratios of the fold changes of the reporter induction obtained in cells with ectopic over-expression of c-Myc compared to control cells with endogenous c-Myc expression. Error bars represent the standard deviation of at least three biological repeats. **B.** The same total protein extracts prepared for the luciferase assays was used to study the expression of c-Myc and Max proteins by Western blotting. β-actin served as loading control and house-keeping protein. The co-transfection of a c-Myc over-expression plasmid is also indicated (MIG-MYC).

## DISCUSSION

c-Myc engages in complex regulatory networks to influence cellular growth, proliferation, metabolism, differentiation and apoptosis and is frequently regulated in cancers. To better understand c-Myc's role in lung cancer a transgenic disease model was investigated and by use of the surfactant protein C promoter targeted expression of *c-Myc* to respiratory epithelium was achieved to result in induced transcript and protein expression of this oncogene. The subsequent histopathology, genomic, bioinformatics and molecular biology studies helped defining genetic events associated with precancerous lesions and growth of invasive adenocarcinoma and the findings provide opportunities for the development of molecularly targeted therapies.

Specifically, the histopathology of transgenic lung parenchyma evidenced hyper-chromatic precancerous monolayers of atypical bronchiolar alveolar cells. This condition is typical for non-mucinous AHH, and was previously designated as bronchiolo-alveolar carcinoma (BAC), also known as carcinoma *in-situ* or intraepithelial neoplasia. By definition, the AHH of the BAC-type is a non-invasive lesion and characterized by its lepidic growth pattern. The numerous AHH foci are testimony of a dominant intraepithelial growth pattern. Occasionally, AAH was associated with adenocarcinomas and when established the resulting PLACs became aggressive tumors with metastatic spread (Figure 1F). The growth of the invasive PLAC was not hindered by the surrounding non-invasive AHH formations. All invasive tumors were invariably pure PLACs from the very onset of invasion, and the AHH and PLACs are possible sequential events derived from the same ancestral progenitor. Note, the employed transgenic animal model recapitulates the growth behavior observed in human AHH but also recaps pure PLAC tumors.

### c-Myc targeted cell cycle regulators in lung cancer

Under physiological conditions c-Myc activity is tightly regulated [38] with little expression of the protein in resting cells. Upon mitogenic signaling by growth factors and other cell cycle regulators c-Myc expression increases rapidly, nonetheless returns to the basal quiescent state in resting daughter cells. Forced activation of c-Myc allows cells to enter the S-phase and to undergo mitosis in the absence of external factors [39] as described below.

### G1/S promotion

To endorse cell cycle progression a cyclin dependent D1, CdK4 and PCNA complex is formed. Subsequently the Rb/E2F complex is inactivated by phosphorylation of the retinoblastoma protein and the hyper-phosphorylated Rb protein releases the E2F transcription factor which is required for activation of S-phase genes for entry into DNA replication. 

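Cdk4, the kinase that phosphorylates the retinoblastoma protein with cyclin D, had a signal of 875 ± 203 (SD, n = 4) in control lung and 1682 ± 234 (SD, n = 9) in tumors, a log2 fold change of 0.95 (standard error 0.14, adjusted p = 1.0e-04). A further probe set of Cdk4 had a log2 fold change of 1.33. The inhibitor Cdkn2d fell from 215 ± 81.1 (SD, n = 4) to 77.9 ± 50.6 (SD, n = 10), a log2 fold change of -1.11 (standard error 0.27, adjusted p = 0.00400), and was at least 70 in 6 of 10 tumors. Among 19 regulators of G1 and the entry into S phase, 6 rose, 5 fell and 8 did not pass the test (6 rose and 6 fell when adjusted over the list alone). The inhibitor Cdkn1c rose (log2 fold change 1.32, adjusted p = 0.00234), while Rb1, the retinoblastoma gene (log2 fold change -1.25, adjusted p = 9.2e-07), the inhibitor Cdkn2b (log2 fold change -1.11, adjusted p = 0.00295) and the D-type cyclins Ccnd3 (log2 fold change -0.79, adjusted p = 3.6e-04) and Ccnd2 (log2 fold change -0.49, adjusted p = 0.00739) fell. As a list they did not move one way (adjusted p = 0.749 from camera and adjusted p = 0.749 with an estimated correlation). The call of Cdk4 was lost with the values of 0 kept as deposited, and that of Ccnd2, below 70 in every tumor, with array weights.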

With c-Myc transgenic lung tumors Cdk4 was significantly up-regulated while expression of one of its inhibitors, i.e. Cdkn2d (p19) was repressed. Additionally, the expression of cyclin D1 was significantly up-regulated and similar results were reported for human lung cancer. Likewise, expression of the transcription factor Dp1 (Tfdp1), i.e. a heterodimeric partner of E2Fs was significantly increased and the findings suggest c-Myc to abrogate the Rb protein/E2F regulatory pathway in the control of G1 cell cycle progression. It is a fascinating aspect of c-Myc biology that it exerts opposite effect on cell cycle regulation with continued activation of c-Myc to promote cellular growth and differentiation, DNA endoreplication and polyploidy. In this regard, it was shown earlier that c-Myc facilitates DNA endoreplication in the absence of cell division by the modulation of cyclin-dependent kinase activity in keratinocytes [40].

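Tfdp1 rose in all 10 tumors, from 329.6 ± 26.2 (SD, n = 4) in control lung to 963 ± 254 (SD, n = 10), a log2 fold change of 1.52 (standard error 0.21, adjusted p = 4.3e-05). Genes of DNA replication, many of which are targets of E2F, rose as well. Of 28, 16 were higher, none was lower and 12 did not pass the test (17 higher when adjusted over the list alone), with a median log2 fold change of 0.49 and adjusted p = 3.6e-04 from camera and adjusted p = 0.287 with an estimated correlation. Pold2, a subunit of DNA polymerase delta (log2 fold change 1.58, adjusted p = 3.0e-05), Cdt1, which licenses origins (log2 fold change 1.17, adjusted p = 5.0e-04), and the helicase subunit Mcm7 (log2 fold change 1.15, adjusted p = 2.5e-04) were among them, as was the single-strand binding protein Rpa3 (log2 fold change 1.20, adjusted p = 0.00384), whose call was lost with the values of 0 kept as deposited. From the rise of Cdk4, cyclin D1 and Tfdp1 and the repression of the inhibitor Cdkn2d, the paper proposes that c-Myc abrogates the control of G1 progression by Rb and E2F.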

### G2/M promotion

The M-phase of the cell cycle is triggered by the cyclin B-Cdk1 (Cdc2a) kinase and with c-Myc transgenic lung tumors a significant up-regulation of cyclin B1 & B2 and associated kinase cdc2a (cdk1) was observed to promote transition into G2/M. Additionally, over-expression of several genes essential for progression of mitosis was identified and included the serine/threonine kinases Nek6 and Stk6 (Aurora-A kinase), Cks1 (cdc28 protein kinase), Cks2 (cdc28 protein kinase regulator subunit 2), cdc20, regulators of cytokinesis Prk1 (protein 1) as well as kinesin family members. 

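Ccnb2, cyclin B2, had a signal of 226 ± 62.0 (SD, n = 4) in control lung and 1255 ± 704 (SD, n = 10) in tumors, a log2 fold change of 2.22 (standard error 0.48, adjusted p = 0.00175). Its kinase Cdk1 was below 70 in every control lung and 352 ± 184 (SD, n = 10) in tumors, at least 7.07-fold higher in small, at least 4.17-fold in middle-sized and at least 4.14-fold in large tumors, with a log2 fold change of 2.10 (standard error 0.43, adjusted p = 0.00110) over all sizes. Of 39 genes of G2/M and mitosis, 30 rose, none fell and 9 did not pass the test (34 rose when adjusted over the list alone). The list holds genes that the study chose on the same samples, such as Ccnb2 and Cdk1, so the count is not wholly independent of that choice. The median log2 fold change was 1.08, with adjusted p = 4.3e-08 from camera and adjusted p = 0.287 with an estimated correlation. Further genes that rose were Kif23, a kinesin of cytokinesis (log2 fold change 1.97), Plk1, polo-like kinase 1 (1.78), Mad2l1, of the spindle checkpoint (1.54), Ccna2, cyclin A2 (1.45), and Aurkb, Aurora-B kinase (1.41). Foxm1 (0.56) and Bub1 (0.47) did not pass the test.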

The latter codes for molecular motors involved in various kinds of spindle dynamics. 

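Aurka, Aurora-A kinase or Stk6, was below 70 in every control lung, at 26.4 ± 8.72 (SD, n = 4). It reached 170.0 ± 27.9 (SD, n = 3) in small, 88.7 ± 47.1 (SD, n = 4) in middle-sized and 110.2 ± 103 (SD, n = 3) in large tumors. With signals below 70 set to 70, also in 3 of the tumors, the folds are 2.43-fold, 1.38-fold and 1.78-fold. Over all sizes this is a log2 fold change of 0.76 (standard error 0.27, adjusted p = 0.0338). The difference between small and large tumors did not pass the test (log2 fold change 0.65, adjusted p = 0.672). Aurka lost its call in 11 of 29 alternatives (adjusted p up to 0.112), among them without control replicate 1, 2, 3 or 4 or small tumor replicate 2 or 3.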

Undue activation of Aurora-A kinase, observed at the highest level in small-sized lung tumors causes inappropriate entry into the anaphase leading to mitotic abnormalities and genomic instability and it was shown earlier that Aurora-A kinase amplification overrides the mitotic spindle assembly checkpoint to infer resistance to spindle poisons such as taxol [41]. The observed up-regulation of the proto-oncogene ect2 that plays a critical role in cytokinesis [42] and repression of the tumor suppressor Lats2, which negatively regulates the cell cycle by controlling G1/S and/or G2/M transition [43], are important additional changes induced by c-Myc in lung cancer.

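Ect2, which is needed for cytokinesis, was below 70 in control lung, at 46.5 ± 10.8 (SD, n = 4), and 291 ± 180.2 (SD, n = 10) in tumors, at least 6.80-fold higher in small, at least 3.06-fold in middle-sized and at least 2.95-fold in large tumors, with a log2 fold change of 1.80 (standard error 0.38, adjusted p = 0.00157) over all sizes. The signal of 214 ± 157 (SD, n = 4) in middle-sized tumors was close to that in large tumors. Lats2, a kinase of the Hippo pathway, fell from 2405 ± 74.3 (SD, n = 4) to 647 ± 276 (SD, n = 9), a log2 fold change of -2.01 (standard error 0.22, adjusted p = 8.7e-06). By size Lats2 was 3.29-fold lower in small, 3.02-fold in middle-sized and 5.79-fold in large tumors.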

Altogether the transcriptional changes of key cell cycle regulator inform on mechanisms of tumorigenesis and when combined with disabled checkpoints provide an understanding of the genomic instability and karyotypic abnormalities frequently observed in c-Myc-over-expressing cells [44, 45].

### Loss of intracellular control of cell division

Unscheduled cell proliferation causes activation of intracellular checkpoint to either arrest cell cycle progression or to induce apoptosis that can also be mediated by c-Myc [6], therefore restricting its activity [46]. 

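Klf4, a Krüppel-like transcription factor, had a signal of 1148 ± 337 (SD, n = 4) in control lung and 118 ± 42.6 (SD, n = 10) in tumors, a log2 fold change of -3.30 (standard error 0.24, adjusted p = 9.2e-08). Every tumor lay below every control lung. By size Klf4 was 8.82-fold lower in small, 8.65-fold in middle-sized and 12.1-fold in large tumors.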

Multiple changes to influence apoptosis and cell cycle programs were observed in lung tumors of c-Myc transgenic mice and included a dramatic repression of the transcription factor Klf-4. This protein is an essential mediator of p53 activity in the control cell cycle progression following DNA damage [47]. P53 regulates expression of several cell-cycle genes in a concerted manner by activating cell-cycle inhibitors and repressing cell-cycle promoters [48]. In lung tumors of c-Myc transgenic mice expression of the transcription factor Hey-1 was lost, and this transcription factor was shown to activate p53 through repression of Mdm-2 transcription and to induce apoptosis *in vivo* [49]. 

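Hey1 fell from 615 ± 131 (SD, n = 4) in control lung to 141 ± 49.5 (SD, n = 10) in tumors, a log2 fold change of -2.18 (standard error 0.22, adjusted p = 2.7e-06). All 10 tumors kept a signal above 70, between 91.4 and 271. Genes of the p53 response went both ways. Of 13, 4 rose, 2 fell and 7 did not pass the test (5 rose and 3 fell when adjusted over the list alone, adjusted p = 0.720 from camera and adjusted p = 0.749 with an estimated correlation). Zmat3, a zinc finger protein induced by p53, rose (log2 fold change 1.29, adjusted p = 3.5e-04), and the death receptor Fas (log2 fold change -0.93, adjusted p = 8.0e-04) and the ribonucleotide reductase subunit Rrm2b (log2 fold change -0.71, adjusted p = 0.00161) fell. Mdm2 did not pass the test (log2 fold change -0.39, adjusted p = 0.155). Gtse1 (log2 fold change 0.78, adjusted p = 0.0145) and Perp (log2 fold change 0.76, adjusted p = 0.0417) rose as well. Gtse1 lost its call in 3 of 29 alternatives (adjusted p up to 0.0686), among them without control replicate 1 or 3. Perp lost its call in 14 of 29 alternatives (adjusted p up to 0.164), among them without control replicate 1, 2, 3 or 4, small tumor replicate 1, 2 or 3, middle tumor replicate 4 or large tumor replicate 2 or 3.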

Another transcriptional repressor of Mdm-2 regulated in lung adenocarcinomas was Stat-1, which also binds to p53 and acts as a co-activator to induce p53-responsive genes [50]. Importantly, expression of the tumor suppressor Gas-1 was highly significantly repressed and was detected at extremely low levels in 3 out of 10 tumors only. 

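Gas1 (probe set 94813_at), a growth arrest gene, had a signal of 360.0 ± 71.5 (SD, n = 4) in control lung and 58.6 ± 19.4 (SD, n = 10) in tumors. It reached 70 in 3 of 10 tumors, at most 94.9, and was lower in every tumor than in every control lung. This is a log2 fold change of -2.28 (standard error 0.14, adjusted p = 1.3e-08) with signals below 70 set to 70.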

Note, Gas1 protein blocks cell proliferation in a p53-dependent manner [51]. Conversely, up-regulated genes in tumors included the known c-Myc target Hspa9a (homologous to human mortalin-2). The gene codes for a heat-shock protein 70 family member and is involved in the cytoplasmic sequestration and inactivation of p53 through its direct binding [52]; its over-expression was already reported for human lung adenocarcinomas [53].

### Repression of the intrinsic apoptotic machinery

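Birc5, survivin, was below 70 in every control lung, at 28.0 ± 8.06 (SD, n = 4), and reached 241 ± 41.8 (SD, n = 3) in small, 126 ± 101 (SD, n = 4) in middle-sized and 167 ± 185 (SD, n = 3) in large tumors. Over all sizes this is a log2 fold change of 1.19 (standard error 0.39, adjusted p = 0.0231), with signals below 70 set to 70. Of 28 genes of the apoptosis machinery, 4 rose, 5 fell and 19 did not pass the test (the same numbers when adjusted over the list alone). Besides Birc5 and Cideb, Casp2, an initiator caspase, rose (log2 fold change 0.51, adjusted p = 0.00337), and so did Bok, a death-promoting member of the Bcl-2 family (log2 fold change 0.64, adjusted p = 0.0262). Casp4, an inflammatory caspase, fell (log2 fold change -0.52), while Bcl2l1 (-0.30), Mcl1 (-0.33), Bid (0.36) and Casp9 (0.034) did not pass the test. The list did not differ from other genes (adjusted p = 0.378 from camera and adjusted p = 0.340 with an estimated correlation), and fry, which makes no such comparison, gave adjusted p = 0.00174 towards lower. Birc5 lost its call in 8 of 29 alternatives (adjusted p up to 0.0851), among them without control replicate 1, 2, 3 or 4. Bok lost its call in 6 of 29 alternatives (adjusted p up to 0.0872), among them without control replicate 1, 2 or 3.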

The present study revealed altered expression of genes in the control of the apoptotic machinery and included the strong induction of Birc5 (survivin), i.e. a member of the inhibitor of apoptosis protein (IAP) family known to affect the function of caspases [54]. Conversely, several genes were down-regulated to affect activity of the anti-apoptotic Bcl-2 and included Bnip-2. This protein interacts directly with death-inhibiting Bcl-2 to induce apoptosis in a caspase-dependent mechanism. Likewise, the significant repression of calpain-2 is of considerable interest. This calcium dependent protease cleaves the Bcl-2 protein and plays an important role in the intrinsic apoptotic pathway [55]. 

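Bnip2 was measured by several probe sets that differ. The one with the highest mean log2 signal over all arrays (probe set 161712_r_at) had 373 ± 229.8 (SD, n = 4) in control lung and 292 ± 129 (SD, n = 9) in tumors and did not pass the test (log2 fold change -0.30, adjusted p = 0.534). Another, probe set 93064_at, had 579 ± 71.6 (SD, n = 4) and 199.9 ± 41.1 (SD, n = 10), a log2 fold change of -1.55 (standard error 0.13, adjusted p = 1.0e-05 over all probe sets). The spread of the first probe set in control lung comes from 1 array, control replicate 4, with a signal of 717.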

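Capn2, the large subunit of calpain-2, had a signal of 657 ± 214 (SD, n = 4) in control lung and 205 ± 49.9 (SD, n = 10) in tumors. Every tumor lay below every control lung, a log2 fold change of -1.69 (standard error 0.25, adjusted p = 9.6e-05). By size it was 3.01-fold lower in small, 3.01-fold in middle-sized and 3.79-fold in large tumors.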

Calpain-2 is strongly expressed in the nervous system and implicated in neuronal apoptosis. Its repression in lung tumors implies a wider role of non-caspase proteases in malignancies. Importantly, a highly significant repression of Ddit3 (= Gadd153) was observed in lung tumors of c-Myc transgenic mice. This basic leucine zipper transcription factor of the dimer forming C/EBP family protein is a key regulator of stress response and enhanced oxidant injury. 

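The mean signal of Ddit3 was 196.0 ± 56.8 (SD, n = 4) in control lung, 86.3 ± 14.2 (SD, n = 3) in small, 56.7 ± 22.3 (SD, n = 4) in middle-sized and 31.7 ± 20.7 (SD, n = 3) in large tumors. It was lower in each of the 10 tumors than in each control lung, a log2 fold change of -1.34 (standard error 0.14, adjusted p = 3.5e-06) with signals below 70 set to 70.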

Its pro-apoptotic effect is linked to down-regulation of Bcl-2 [56]. Furthermore, the tumor suppressor Lats2 was down-regulated and reported to induce apoptosis in lung cancer cells through decreased expression of the anti-apoptotic proteins Bcl-2 and Bcl-x(L) and activation of caspase 9 [57]. Moreover, expression of the tumor suppressor Anp32a (= PHAP) was reduced which promotes caspase-9 activation after apoptosome formation [58]. Some of these proteins with a regulatory role in apoptosis have other functions that can also contribute to cell proliferation and motility. For example, Birc5 is not only implicated in anti-apoptotic programs, but likewise stimulates Aurora-B kinase activity in cytokinesis [59], while Lats2 inhibits the cell cycle by controlling different checkpoints. 

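Anp32a was measured by more than 1 probe set. The one with the highest mean log2 signal over all arrays (probe set 104390_at) fell from 784 ± 114 (SD, n = 4) in control lung to 518 ± 111 (SD, n = 10) in tumors, a log2 fold change of -0.64 (standard error 0.13, adjusted p = 0.00129), and 9 of 10 tumors lay below all control lungs. Probe set 93372_at had 472 ± 53.9 (SD, n = 4) and 174 ± 149 (SD, n = 10), a log2 fold change of -1.72 (standard error 0.46, adjusted p = 0.0168 over all probe sets).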

Anp-32 is involved in repression of transcription as part of the inhibitor of histone acetyl-transferases complex [60], and calpain-2 plays a role in cell migration through regulation of membrane activity and morphology [61].

### Regulatory gene networks

An important finding of the present study was an identification of composite modules of co-bound TFs at c-Myc targeted promoters. The genetic algorithm distinguished between normal and oncogenic c-Myc activity and we propose cooperativity with either Klf7 and Gata3 or Elf5 and Cebpα for repressed and up-regulated genes, respectively thus defining molecular rules for transcriptional responses at targeted promoters. c-Myc transcriptional repression of growth arrest genes was the subject of an earlier report [62] and is caused, in part by the limited binding of the heterodimeric Myc-Max protein complex to an initiator element of targeted promoters, but also involves inhibition of Miz-1 and Sp1 activity. Likewise, c-Myc transcriptional repression in response to TGFβ, APC and DNA damage has been the subject of former reviews [63, 64]. While some of the down-regulated genes in lung tumors of c-Myc transgenic mice did not contain c-Myc binding sites (an observation consistent with the reduced number of promoters bound by c-Myc from ENCODE mouse ChIP-seq data), repression of gene transcription by c-Myc may be independent of binding to the E-box motif, for instance through interaction with Miz-1 that recognizes other regulatory sequences [63].

Taken collectively, the analysis of lung tumors defined c-Myc regulatory networks and master regulators to better understand its transforming capacity. Moreover, in the case of up-regulated genes there was 100% and 73% agreement with ChIP-seq data from 7 different human and 2 mouse cell lines, respectively (see Supplementary Table S9) whereas for repressed genes a similar 82% and 52% agreement was obtained. This comparison is based on orthologous gene promoters with different molecular organizations (human versus mouse).

### Regulation of orthologous genes in human malignancies

A number of genes identified in the present study, i.e. Ccnd1, Stk6, Klf-4, Gas1, Hey1 and Stat-1 were reported to be similarly regulated in various human malignancies [41, 48, 65]. Apart from the remarkable agreement in histological phenotype, the c-Myc disease mouse model mimics closely c-MYC events in human lung cancer and included over-expression of CDK4, CDC2A, TFDP1, CCNB1, CDC20, PRC1, CKS1, CKS2 and MKI67 [66, 67] and similar regulation of some related genes, e.g. up-regulation of NEK2, KIF15 and KIF2C and repression of CDKN2B [67]. In addition, over-expression of anti-apoptotic BIRC5 [67, 68] and heat shock protein HSP70 (47) as well as repression of the tumor suppressor LATS2 [43] was reported for human lung cancer. Up-regulation of Cdk4 and down-regulation of pro-apoptotic Bnip2 were likewise detected in chemically induced *murine* lung tumors [69]. These changes in gene expression point to similarities in the development of lung adenocarcinoma in mouse and human malignancies induced by c-Myc.

In conclusion, the present study identified c-Myc targeted cell cycle and apoptosis genes in lung cancer and permitted the construction of disease-associated molecular circuitries. Some of the identified genes and their coded proteins are likely candidates for the development of molecularly targeted therapies.

## MATERIALS AND METHODS

### Ethics statement

All animal work followed strictly the Public Health Service (PHS) Policy on Humane Care and Use of Laboratory Animals of the National Institutes of Health, USA. Formal approval to carry out animal studies was granted by the animal welfare ethics committee of the State of Lower Saxony, Germany (‘Lower Saxony State Office for Consumer Protection and Food Safety’, LAVES). The approval ID is Az: 33.9-42502-04-06/1204.

### Maintenance of the transgenic mouse line

The development of the SPC/myc-transgenic disease model was previously reported [70]. mice were maintained as hemizygous in the CD2F1-(DBA/2xBalb/C) background and the presence of the transgene was verified by PCR with DNA extracted from tail biopsies using the Platinum PCR SuperMix (Invitrogen, Life technologies, Karlsruhe, Germany) and the following primer pair: 5′-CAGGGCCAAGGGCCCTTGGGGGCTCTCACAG, 3′-GGACAGGGGCGGGGTGGGAAGCAGCTCG.

### Sample collection and preparation

A total of *n* = 19 animals were studied and consisted of *n* = 4 non-transgenic wild type controls, *n* = 5 transgenic and *n* = 10 transgenic lung tumor bearing mice. Note, transgenic animals at the age of about 6–7 month are characterized by an alveolar lining of dysplastic epithelium with no evidence for basement membrane fragmentation and are therefore considered to be epithelial precursor lesions. The lungs of healthy non-transgenic control animals are compared with the non-carcinomatous parenchyma of transgenic lungs and transgenic lung tumors of animals aged 9–13 month.

Lung tumors of individual animals were inspected macroscopically, separated from the surrounding lung tissue and frozen immediately in liquid nitrogen. The tumors were divided into groups according to size in diameter, i.e. 1 mm, 5 mm and > 10 mm. Because of low yield in RNA small tumors (1 mm) dissected from the lungs of a single animal were pooled. Thus, *n* = 3 pools from *n* = 3 individual animals were analyzed. Likewise, tumors of medium and large size obtained from *n* = 4 and *n* = 3 individual animals were studied. In all, 4-non-transgenic wild type controls, 5 transgenic non-carcinomatous and 10 transgenic lung tumor bearing mice were analyzed.

### Histology

The lungs were excised and rinsed with PBS, fixed in 4% PBS-buffered formaldehyde and processed for paraffin embedding using standard operating procedures. Five-μm thick serial sections were stained with hematoxylin and eosin (H and E), hematoxylin only (H) and PAS for light microscopic evaluation.

### Isolation of RNA, production of cRNA, array hybridization and scanning

Total RNA was isolated with the Qiagen RNA purification kit according to the manufacturer's instructions (Qiagen, Hilden, Germany).

The cRNA samples were prepared following the Affymetrix Gene Chip^®^ Expression Analysis Technical Manual (Santa Clara, CA). 10 μg of biotinylated fragmented cRNA were hybridized to the Affymetrix Murine Genome U74v2 GeneChip^®^ expression oligonucleotide array, washed and scanned according to the manufactures’ instructions and described as previously [36].

### Gene expression studies by RT-PCR

The primer 3 software [http://frodo.wi.mit.edu/primer3/input.htm] was used to design intron spanning primers. A description of the genes analyzed and experimental conditions are given in Supplementary Table S2.

### Microarray data analysis

Data analysis was done as recommended by the manufactures and as described in [36]. Initially, the microarray data were processed with the Affymetrix GCOS Software using default settings for scaling or per-chip normalization to generate CEL files. Here the target signal was set to 250 and a microarray quality control report was obtained and the probe set information was converted to 9892 ENSEMBL annotated genes. The gene expression data were further analyzed using different software applications (see also bioinformatics data analysis described below) and the MAS 5.0 algorithm was used to determine statistical significance for expression calls (“Present” or “Absent”). Between groups comparisons (control versus tumor) were carried out as signal logarithm ratio (log2ratio) and a change call (“Increase” or “Decrease”) for the expression level of a given gene. Data from replicate samples were evaluated and compared with the Affymetrix^®^ Data Mining Tool 2 (DMT-2). For each gene mean fold change values were calculated as the ratio of the average expression levels between two groups. Statistical significance was determined by the unpaired two-sided *T*-Test with the *p*-value cut-off set at 0.05. Additionally, the concordance between “Increase” or “Decrease” calls within study groups was determined using the following criteria FC ≥ 3, *p*-value in *T*-test ≤ 0.05, and 100% “Increase” or “Decrease” calls in comparative ranking analysis. Note, in the comparison control healthy versus non-tumor transgenic lungs the filtering criteria were set to FC > 2.5, *p*-value < 0.05 and a changed call of > = 87.5%.

CEL files were also exported from GCOS and uploaded into the ArrayTrack software (National Center for Toxicological Research (NCTR), Food and Drug Administration (FDA), Jefferson, USA) and processed using Total Intensity Normalization after subtracting backgrounds for data management and analysis. With the ArrayTrack software ANOVA, *T*-test and SAM were performed and include adjustment for false discovery rate (FDR) of significantly regulated genes. An FDR of 0.05 was chosen as cut-off for statistical significance.

The microarray data were uploaded to Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE54829.

### Bioinformatic search for c-Myc binding sites, construction of gene-regulatory networks and composite modules in differentially expressed genes in transgenic non-cancerous and tumor lungs

The cel.files were uploaded onto the geneXplain platform (http://genexplain.com/genexplain-platform-1 version 2.4) and processed using the affy-Bioconductor package software (http://www.bioconductor.org/). After data normalization statistical significance for differentially expressed genes (DEGs) was calculated by performing a hyper-geometric test.

The NO- or background data were defined by removing all DEGs using the default criteria log (base2) fold change > 0.5 and -log (base10) *p*-value > 3 & log (base2) fold change < −0.5 and -log (base10) *p*-value < −3. Such filtering of data yielded 6792 genes. Subsequently, genes with c-Myc binding sites were removed by examining gene specific promoter sequences using 8 different c-Myc position weight matrices (PWMs) deposited in the TRANSFAC(R) 2012.3 ‘vertebrate mouse p0.0001′ database (see Supplementary Table S3). Eventually, 1946 genes (ENSEMBL) devoid of any c-Myc binding sites were defined as NO- or background dataset. In the same way a NO-set for non-tumor transgenic lungs was constructed. Based on the expression of 9437 genes and after normalization and removal of genes with c-Myc binding sites, a total of 2746 genes were considered as NO-set for transgenic non-tumor lungs.

### Experimental or YES-Set data

A filtering criteria of mean FC >= 3.0/<= −3.0, *p*-value in *T*-test <= 0.05 and a present call of 100% were used to define the Yes-set data. In the case of non-tumor transgenic lungs the set filtering criteria yielded 125 up- and 2 down-regulated genes. To obtain more down regulated genes the filtering criteria was slightly relaxed but this did not change the result. Eventually, the filtering criteria were set to a mean FC >= 2.5/<= −2.5, *p*-value in *T*-test <= 0.05 and a present call of > or equal to 87.5%. In all 27, 24 and 233 genes, either up- or down-regulated in tumor or up-regulated in non-tumor transgenic lungs, respectively were identified.

### Search for transcription factor binding sites in differentially expressed genes

The TRANSFAC(R) 2012.3 ‘vertebrate mouse p0.0001′ depository of transcription factor recognition sequences contains nearly 1300 position weight matrices (PWM) and served as reference database. Transcription factor binding sites for up- and down-regulated tumor and up-regulated non-tumor transgenic lungs were defined in the following way: Promoters of annotated genes were interrogated for *cis*-regulatory binding sites of genomic sequences with a length of −1000 to +100 bp relative to TSS. The first ATG codon was considered as tentative TSS (transcription start site). Moreover, the MATCHTM algorithm was used to calculate scores for the matches by use of the so-called information vector. The core and matrix similarity cut-offs for the matrices were used as per TRANSFAC(R) 2012.3 profile ‘vertebrate mouse p0.0001′. The search profile differentiated clearly between the sets of regulated genes and those whose expression was unchanged in lung tumors of c-Myc transgenic mice. In all 32, 28 and 26 different position weight matrices (PWM) with a *p*-value cut-off <= 0.05 for up- and down-regulated tumor and up-regulated non-tumor transgenic experimental datasets were obtained (Supplementary Table S4).

### Co-occupancy of transcription factor binding sites

Composite modules were constructed as previously reported [71] and are based on genetic algorithms to find possible co-occupancy of different transcription factors in co-expressed genes. The underlying multi-component fitness function was previously published [72]. For an initialization of genetic algorithm the parameters were set to 800 iterations, 1000 population size, 800 non-change limit, 50 elite size, 0.25 mutation rate and 0.3 for the penalty rate. Note, in the case of up-regulated tumor associated genes the mutation rate of the genetic algorithm was set to 0.1 to obtain optimal results. A summary of the composite modules is given in Supplementary Table S5. Note, the selection of a specific composite module is based on the number of co-occupied transcription factor binding sites common in the promoters of regulated genes as well as the distance between each pair of binding sites (see Supplementary Table S6).

### Identification of master regulatory molecules

Master regulatory gene networks for up- and down-regulated tumor and up-regulated non-tumor transgenic datasets were constructed using the geneXplain workflow. After annotation of input datasets the tool ‘Master regulator finding over GeneWays network’ (http://anya.igsb.anl.gov/Geneways/GeneWays.html) was applied. Specifically, the GeneWays software is used to automatically extract, analyze, visualize and integrate molecular pathway data from the published peer reviewed literature. It is based on document sorting, term identification, term meaning disambiguation, information extraction, ontology, visualization and system integration [73]. The following filtering threshold was used: score cutoff (0.2), search collection (GeneWays hub), maximum radius (4), FDR cutoff (0.05), Z-score cutoff (1.0), Penalty (0.1) and Decay factor (0.1) (Supplementary Table S7).

### EMSA assays

The oligonucleotides were purchased from MWG Biotech (Eurofins, Ebersberg/Muenchen, Germany) and were used as double-stranded ^32^P-labeled probes as previously reported [37]; for sequence information and EMSA conditions see Supplementary Table S8.

Oligonucleotides were annealed at a final concentration of 1 nmol in a buffer containing 20 mM Tris (pH 7.6), 10 mM MgCl_2_ and 50 mM NaCl at 80°C for 10 min and then were cooled slowly to room temperature overnight and stored at 4°C. Annealed oligonucleotides were diluted to 1:10 in Tris-EDTA buffer (1 mM EDTA, 10 mM Tris, pH 8.0) and 4 pmol were labeled using [32P] ATP (Perkin, Elmer, Rodgau-Jügesheim, Germany) and T4 polynucleotide kinase (New England Biolabs GmbH, Frankfurt am Main, Germany). End-labeled probes were separated from unincorporated [32P] ATP with a Microspin G-25 Column (GE Healthcare Europe GmbH, Freiburg, Germany) and eluted into a final volume of 100 μL.

Nuclear extracts from the liver derived from c-Myc transgenic and tumor-bearing mice were prepared. 5–10 μg nuclear extract and 105 cpm labelled oligonucleotides were incubated in binding buffer consisting of 25 mM HEPES (pH 7.6), 5 mM MgCl_2_, 34 mM KCl, 2 mM DTT, 2 mM Pefablock (Roche Diagnostics GmbH, Mannheim, Germany), 2% aprotinin (Sigma-Aldrich Chemie GmbH, Taufkirchen, Germany), 40 ng poly (dl-dC) / μl and 100 ng bovine serum albumin / μl (PAA Laboratories GmbH, Cölbe, Germany). The binding of nuclear protein was allowed for 20 min on ice and free DNA and DNA-protein complexes were resolved on a 6% polyacrylamide gel. Competition studies were done by adding a 100-fold excess of unlabeled wildtype or mutant oligonucleotides to the reaction mix. Gels were blotted to Whatman 3 MM paper, dried under vacuum, exposed to imaging screens (Imaging Screen-K, Bio-Rad Laboratories GmbH, München, Germany) for autoradiography overnight at room temperature and analyzed using a phosphor imaging system (Molecular Imager FX pro plus; Bio-Rad Laboratories GmbH) and the Quantity One Version 4.2.2 software (Bio-Rad Laboratories GmbH).

### Chromatin immunoprecipitation (ChIP) assays

ChIP assays were performed with the human lung cancer cell lines H1299 and A549 as described previously [74]. Briefly, cells were cultured in 150-mm dishes and at a confluence of 80–90% were subjected to 1% formaldehyde to cross-link proteins with DNA. After 10 min the reaction was stopped by addition of 0.125 M Glycine. Cells were washed twice, harvested and lysed using a SDS-containing lysis buffer. By gently shaking lysates were incubated for 10 min and nuclei were collected by centrifugation at 800 g at 4°C for 5 min. Pellets were re-suspended in buffer containing 0.25% SDS, 200 mM NaCl, 0.1 mg/ml of sonicated salmon sperm DNA and 1X PI (1X Protease Inhibitor, Complete EDTA-free, Roche, Milan, Italy) and were sonicated to shear DNA to fragments ranging between 150 and 400 base pairs (bp) using a Q700 sonicator with a plate horn (QSonica, Newtown, CT, USA). After dilution in ChIP dilution buffer (16.7 mM Tris, 0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 167 mM NaCl), Protein G magnetic Dynabeads (Invitrogen, Life Technologies, Milan, Italy) were added and IPs were carried out overnight at 4°C in a Nutator mixer using 1 μg of anti-MYC monoclonal antibody (clone #: 9E10, Santa Cruz Biotechnology, Milan, Italy) or 1 μg of mouse IgG as a negative control. Immuno-complexes were subsequently washed six times using a magnet as previously indicated DNA was eluted in a two- step process using TE with 1% SDS and TE with 0.67% SDS. The cross-links were reversed overnight at 65°C. RNase A was added and incubated at 37°C for 30 min, followed by Proteinase K treatment for 2 h at 56°C. DNA was purified with the QIAquick PCR purification kit according to manufacturer's recommendation (Qiagen, Milan, Italy). Immunoprecipitated DNA was analyzed for MYC occupancy on selected chromosomal regions surrounding the predicted E- or E-like-boxes by quantitative PCR (qPCR) and enrichment of MYC binding was calculated as percentage of Input DNA (collected before immunoprecipitation) using the ΔC_t_ method. qPCR was performed with the KAPA SYBR Green Universal qPCR mix (Kapa Biosystems, Resnova, Rome, Italy) and all primers were checked for specificity (2% agarose gel) and amplification efficiency (Standard curves with serial dilutions of template genomic DNA). Two different DNA loci were used as ChIP negative controls (β-actin promoter region and CCNB2 exon 9 region). Sequences of primers are available upon request.

### ChIP-seq data retrieval from the UCSC Genome Browser

c-Myc ChIP-seq data from human as well as mouse cell lines deposited in the UCSC Genome Browser (http://genome.ucsc.edu/) was retrieved as follows: first, the track was customized to retrieve all the ChIP-seq data available as part of the encyclopedia for DNA elements (ENCODE) consortium (Version hg19 or mm9 for human or mouse data, respectively). Then, data from 8 different experiments in human cells and 2 from *murine* cells were analyzed by searching for c-Myc binding sites in promoter and other genomic sequences using the gene symbol of the differentially expressed genes identified in tumors of c-Myc transgenic mice.

### Gene reporter assays to examine c-Myc responsiveness of the identified promoter-5′UTR regions

To develop the dual-luciferase vector, we initially cloned the Firefly luciferase cDNA from the commercial plasmid pGL3-basic (Promega, Mannheim, Germany) into the pCZ multi-cloning site using the Hind III and Hpa I restriction endonuclease sites and a standard *in-vitro* ligation procedure. Next, the Renilla control luciferase was PCR amplified along with the constitutive SV40-derived promoter and the poly-A site from the commercial pRL-SV40 plasmid (Promega), sub-cloned in the plasmid pCR4-TOPO (Invitrogen) and then inserted in pCZ upstream of the Firefly luciferase gene using the EcoRI and BamH I sites. This newly constructed vector was named pCZ-REN_LUC. In preparation of the cloning of putative c-Myc target promoters, a linker sequence was introduced between the Renilla and Firefly luciferase cDNA sequences to provide for additional cloning sites (BamHI, Sfi I, Rsr II, Pac I, Cla I, HindIII).

Of note, two gene specific promoters were selected that were identified as regulated based on the microarray data but either did not contain an E-box site (*Birc5*) or contained an E-box like motif (*Prc1*). As positive control the *Srm* promoter was chosen. This known target of c-Myc was also regulated in lung tumors of the present study. Two Kb fragments of the chosen promoters, centered around the TSS and corresponding to the regions that were examined for the presence of c-Myc binding sites by bioinformatics approach, were PCR amplified from mouse genomic DNA with pair of primers containing restriction sites, sub-cloned into the pCR4-TOPO vector and then cloned into pCZ-REN_LUC at the BamHI and Hind III sites (the primers used are available upon request). This vector permits gene reporter assays in transient transfection assay and the development of stable reporter clones by use of the Zeocin selection marker. Correct cloning into pCZ-REN-P-LUC plasmids was confirmed by restriction analysis and DNA sequencing. HEK 293T cells (obtained by ATCC American Type Culture Collection) were seeded onto a 24-well plate (1.2–1.5 × 10^5^) 24 hours prior the transfection to reach almost 90% confluence. The pCZ-REN-P-LUC plasmids (350 ng) were transfected in the HEK cells along with 250 ng of an empty expression vector (MIG-W) or with the c-Myc over-expression plasmid (MIG-MYC, a generous gift of Dr. Alessio Nencioni, Dept. of Internal Medicine, University of Genoa, Italy), using the Lipofectamine 2000 transfection reagent and following the manufacturer's protocol (Invitrogen). 24 hours post-transfection, cells were lysed and dual luciferase assays were conducted using a commercial kit and protocol (Promega) and a multi-label plate reader (Victor3, Perkin Elmer, Nuremberg, Germany). Presented in the results are the averages of the relative fold of induction by MYC over-expression and the standard deviation of three biological repeats. An empty pCZ-REN_LUC vector was used as negative control.

### Western blotting experiments

Proteins from lung tumors of SPC/c-Myc-transgenic mice and/or non-transgenic animals were extracted by sonication in 500 μl benzonase containing 2D-loading buffer and stored at −80°C. The protein concentration was determined by the Bradford protein assay according to the manufacturer's recommendations.

75 or 100 μg of total protein extracts were separated on 10% (Hspa9a) or 12.0% SDS-polyacrylamide gel (c-Myc, Nek6) and blotted onto PVDF membranes in 25 mM Tris and 190 mM glycine at 4°C for 2 h (10%, 12% gel) at 350 mA. Specific antibodies to detect anti-c-Myc rabbit polyclonal (1:500), anti-GRP75 (Hspa9a) goat polyclonal (1:200) were purchased from Santa Cruz Biotechnology (Heidelberg, Germany) while anti-NEK6 rabbit polyclonal (1:100) was purchased from Abgent (San Diego, CA, USA).

Note, c-Myc and Max were also examined in total protein lysates used for the luciferase assays. Here 40 μg of proteins were loaded on a 10% precast acrylamide gel (Bio-Rad, Milan, Italy). Electrophoresis was performed at 180V constant voltage using a mini-protean apparatus (Bio-Rad), followed by semi-dry protein transfer onto PVDF membrane using the semi-dry i-Blot System (Invitrogen) according to the manufacturer's protocol. Immunodetection was performed using primary antibodies directed against c-Myc, Max, GAPDH and β-actin (clone #: N-262, C-124, 6C5 and I-19, respectively, Santa Cruz Biotechnology). Antigen-antibody complexes were visualized using the ECL detection system NEN Life Science Products (PerkinElmer Life Science, Rodgau-Juegesheim, Germany) or ECL plus kit (GE-Healthcare, Milan, Italy) and a ChemiDoc UVP (Celbio, Milan, Italy) as recommended by the manufacturer and recorded with Kodak IS 440 CF (Kodak, Biostep GmbH, Jahnsdorf, Germany).

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

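RNA of lung and lung tumors was measured on 14 Affymetrix Murine Genome U74v2 arrays, 4 of lung from non-transgenic mice, 3 of pools of small tumors, 4 of middle-sized and 3 of large tumors of SPC/c-Myc-transgenic mice on the CD2F1 background. Each array is 1 animal, and the 3 tumor sizes share the same 4 control lungs. The authors computed the deposited signal with MAS 5 (GCOS), a linear intensity scaled to a target of 250 per array. The mean over probe sets, without the highest and the lowest 2%, was 250.1 on 13 arrays. On the array of middle tumor replicate 3 it was 196 with and 277 without the 25.2% of its values listed at 0 or below 1e-06. These values, 2528 of them for probe sets with a gene symbol, were treated as missing, a choice made after the values had been seen and before any test. Detection calls, change calls and arrays of transgenic lung were not used here.

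Of 12488 probe sets, 66 control probe sets were left out. Of the other 12422, 10833 had 1 gene symbol, 396 several and 1193 none in the annotation used, and 8251 symbols were distinct. Signals were set to at least 70 and put on the log2 scale, since 70 is the limit for an expressed gene in the methods. Probe sets with a signal of at least 70 on at least 3 arrays were kept, and of several for 1 symbol the one with the highest mean was used, which left 6913 probe sets, 6127 of them with a symbol. A model with 4 groups was fitted in limma 3.58.1 (R 4.3.3) with a trend in the spread, and 7 comparisons were read from it. They are all tumors against control lung (the mean of the 3 sizes), each size against control lung, and each pair of sizes. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg) and counted as well at a fold change of at least 3. Values given for a second probe set of a gene come from a fit over all 12422 probe sets without the filter. The study's criteria were applied with the methods' unpaired test on log2 signals at p under 0.05 and a 3-fold change of the group means, and with every tumor of a size on 1 side of every control lung in place of the change calls. Fold changes by size are ratios of group means.

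Gene lists were tested with camera, with a correlation between genes of 0.01 and also with a correlation estimated for each list, and with fry, over 27 lists written down before the data were examined, as were the comparisons, the alternatives listed first below and the rule for naming genes. The lists are regulators of G1/S, DNA replication, G2/M and mitosis, ribosome biogenesis, polyamine, nucleotide and one-carbon synthesis, translation factors, glycolysis, fatty acid synthesis, the p53 response, the apoptosis machinery, the Myc/Max/Mxd network, interferon and antigen presentation, gut and liver endoderm genes, sex-linked transcripts, and markers of alveolar type I, alveolar type II, club, ciliated, endothelial, mesothelial, smooth muscle and cardiac muscle cells, fibroblasts and matrix, lymphocytes, macrophages, neutrophils and mast cells, and erythroid cells. For the estimated correlation and for fry, missing values were replaced by the mean of the other middle-sized tumors. The adjusted p "over the list alone" adjusts the p-values of the list's genes among themselves. The genes that the paper lists for transgenic lung were tested as a further set.

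The genes named are those the study names for these arrays, the 10 largest rises and 10 largest falls among genes called in all tumors with every tumor on 1 side of every control lung and a mean above 70 in both groups, the 5 largest each way for each comparison of sizes, and 2 to 4 members of each list with the largest change together with members called against the list. The values in the paper's tables had been seen when this rule was written. A few further list members, network genes and genes of transgenic lung are named from their lists, chosen after their values were seen. Of the 10 largest rises, 1 is not reported here.

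The alternatives were no floor or a floor of 35, quantile normalization, scaling to 1 median, no filter or a filter of at least 70 on at least 7 arrays, all probe sets, a robust spread without trend, only the groups compared in the fit, array weights, the replicate number as a block, the methods' unpaired test (with p under 0.05 or adjusted), limits of 35 and 140 for expressed probe sets, geometric means for the fold changes, other forms of the study's criteria, and leaving out each array. Added after the data had been seen were the values of 0 kept as deposited, the probe sets with the accession numbers of Supplementary Table S1, a floor of 20 on the group mean, and the arrays without the 3 with an Xist signal above 70. Scores of a list per array are means over genes, each gene centred on its mean over the other 13 arrays in the relations between tumors, a choice changed after a first look at those relations, with the same outcome for each. Permutation p-values of correlations and of the share of variance use 100000 permutations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for these and for the figures.

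From 6796 to 7575 probe sets reached 70 on 13 arrays, and 5630 of the 9297 with a value on that of middle tumor replicate 3. The signal ratio of the 3' to the 5' probe set was 1.16 to 1.38 for Actb and 0.757 to 0.971 for Gapdh. Correlations between arrays of 1 group were 0.929 to 0.983 in control lung, 0.971 to 0.980 in small, 0.868 to 0.938 in middle-sized and 0.936 to 0.941 in large tumors. The steps were tested on simulated data with 200 changed genes among 6913. For all tumors against control lung, 44% of 1.5-fold, 82% of 2-fold and 98% of 3-fold changes were called, with 6 false calls. For small tumors against control lung these were 24%, 70% and 94%, with 10, and for small against large tumors 26%, 58% and 92%, with 6. The mean estimate of a 4-fold change in all tumors was 2.03 on the log2 scale, so the floor did not shrink these changes. The shares do not apply to genes with signals near or below 70. In another simulation with 200 genes changed 4-fold, the study's criteria found 200 with 7 false calls. In a further one with 27 lists of 20 genes, camera called the 1 list shifted by 0.5 on the log2 scale and 0 of the 26 others. It does not show how camera at a correlation of 0.01 behaves in lists with the correlations estimated here. These were as high as 0.70 for G2/M and mitosis and 0.75 for cardiac muscle.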

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

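The rules behind this part were set beforehand, and no test in it was chosen after its result was seen. Among the genes the study names, 86 groups of 4 arrays were searched for 1 array far from the other 3, and 8 were found, where chance gives about 1 in 20, or 4.3. On the array of control lung replicate 4, the signal was 318 (the others 183 to 202) for Ccnb2, 1652 (the others 946 to 1029) for Klf4 and 717 (the others 242 to 281) for Bnip2. On that of control lung replicate 2, Msn had 3357 (the others 2394 to 2558). Among middle-sized tumors, Elf5 had 2107 (the others 1078 to 1223) in replicate 4, Capn2 265 (the others 199 to 204) and Klf7 122 (the others 139.7 to 143) in replicate 2, and Mxd4 2475 (the others 1237 to 1379) in replicate 3.

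Between small and large tumors, the change against control lung differed for Cldn5, by 1.97 on the log2 scale, and for probe set 103012_at, by 1.26, by the test of the difference itself. Both differences were lost in several of the alternatives given below for the count of such genes.

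Among genes that the paper does not discuss, large rises in tumors above control lung were as follows. Mtm1, myotubularin, a lipid phosphatase, had a log2 fold change of 4.65 (adjusted p = 6.5e-08) by probe set 98524_f_at, while its other probe set, 96199_at, had 0.41, so the 2 do not give 1 value for the gene. Mgst2, a microsomal glutathione S-transferase, had 3.21 (adjusted p = 1.9e-07) and Fkbp11, a prolyl isomerase of the secretory pathway, 2.86 (adjusted p = 3.3e-05). The metallothioneins Mt1 and Mt2 had 2.66 (adjusted p = 2.0e-07) and 2.65 (adjusted p = 9.5e-08). Psat1 had 2.56 and Nhp2 2.55.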

How the results depend on the processing

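Chosen after the data were seen were the tests with the values of 0 kept as deposited, with the probe sets of Supplementary Table S1, with a floor of 20 on the group mean and without the 3 arrays with an Xist signal above 70. No result that had been called changed its direction. Of 163 results of named genes, in all tumors or for a few genes between small and large tumors, 132 stood on the same side of the threshold under all alternatives run (4528 of 4706 values). Of 81 results of lists 32 did so (1944 of 2106), and of 141 fold changes by size 75 moved by less than their spread (2911 of 3089). Signals near the background limit the fold changes. Where a cause is not given below, the cause was not tested.

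Without the floor, which lets low signals give large ratios, the counts at 3-fold were 231 higher and 503 lower in all tumors (128 and 320 with it), 268 higher in small (169), 166 and 455 in middle-sized (97 and 302) and 274 and 566 in large tumors (170 and 375). Array weights gave 1747 lower in small tumors (1158). In middle-sized tumors, scaling to 1 median gave 1729 higher and 893 lower and the methods' unpaired test with Benjamini-Hochberg adjustment 494 and 750 (1087 and 1137). The median of all log2 fold changes between all tumors and control lung was 0.036, 0.059 with quantile normalization and 0.15 with scaling to 1 median. Without the 3 arrays with an Xist signal above 70, 786 were higher in large tumors (1365).

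Between small and large tumors (2 called), the count was 0 with scaling to 1 median, all probe sets, only the groups compared, the values of 0 as deposited and without the 3 arrays with Xist, 4 without the filter, 37 with array weights, and with the methods' unpaired test 1 after adjustment and 685 at p under 0.05. Between small and middle-sized tumors (0 by limma, 449 at an unadjusted p under 0.05) it was 1 without the filter and 298 with the unpaired test at p under 0.05. Between middle-sized and large tumors (0 by limma, 678 at an unadjusted p under 0.05) it was 1 without the filter and 2 and 371 with the unpaired test after and before adjustment.

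Of the gene lists, 8 higher and 11 lower in all tumors, 8 and 1 between small and large and 7 and 3 between small and middle-sized tumors, 0 were called in each with an estimated correlation, and 0 between the sizes with fry. Between middle-sized and large tumors, a test of the lists that was not set beforehand, 5 were higher and 4 lower with camera, among them ribosome biogenesis (median log2 difference -0.56, adjusted p = 8.9e-09 from camera and adjusted p = 0.487 with an estimated correlation), and 0 with an estimated correlation. The lists lower in small than in middle-sized tumors numbered 0 with no floor and with scaling to 1 median, 1 with a floor of 35, quantile normalization or at least 70 on at least 7 arrays, and 5 with all probe sets. As a set, the genes of transgenic lung passed with fry (0.0159) and not with camera (0.412).

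Leaving out 1 array gave, in all tumors, 1368 to 1734 higher and 1258 to 1608 lower (122 to 141 and 303 to 351 at 3-fold), in small tumors 1021 to 1498 higher and 891 to 1274 lower (159 to 185 and 288 to 333 at 3-fold), in middle-sized 786 to 1310 higher and 971 to 1308 lower (84 to 136 and 286 to 340 at 3-fold) and in large tumors 1083 to 1497 higher and 1037 to 1354 lower (158 to 201 and 364 to 400 at 3-fold). The count was 0 to 10 between small and large, 0 to 0 between small and middle-sized and 0 to 10 between middle-sized and large tumors, with 10 for both comparisons of large tumors without middle replicate 4. Lists numbered 7 to 9 higher and 9 to 11 lower in all tumors, 6 to 8 and 1 to 2 between small and large (2 lower without middle replicate 1 or 4 or large replicate 1, 2 or 3) and 5 to 8 and 0 to 3 between small and middle-sized tumors (0 lower without middle replicate 2).

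The replicate numbers do not pair the samples. Of 19 pairs of arrays with the same number in different groups, 1 correlated above 0.1 (-0.228 to 0.135), and 0 of 14 arrays were closest to 1 of their own number. With the number as a block, 1532 genes were higher and 1398 lower in all tumors (133 and 339 at 3-fold), 0 were called between small and large tumors, 20 and 20 genes of Supplementary Table S1 were called, and the lists numbered 8 and 11 in all tumors, 8 and 1 between small and large and 6 and 3 between small and middle-sized tumors.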

Differences from the paper's values

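Unless said otherwise, the alternatives named here were set before the data were examined. The tests with the probe sets of Supplementary Table S1, with a floor of 20 on the group mean and with the values of 0 kept as deposited were chosen after seeing the values. All 141 fold changes by size had the sign that the paper gives, and in the alternatives all but those of Bnip2 without control lung replicate 4 (all 3 sizes) or middle tumor replicate 4 (middle-sized), and of Sox2 in middle-sized tumors, where the paper's fold is 1, with geometric means and without control lung replicate 2 or 4 or middle tumor replicate 1. The paper gives them as ratios of means, as here. A fold was counted as different when one of the 2 values was more than 1.5 times the other and they lay further apart than the SD. A fold with every signal of 1 group at most 70 was counted as different only above 1.5 times the paper's fold. By this rule 9 of 141 differed, 55 had 1 group at most 70, of which 21 had signals below 70 in the other group as well and so are not strict lower bounds, and 79 lay within 1.5 times of the paper's fold. The number that differed was 14 with no floor, 13 without large tumor replicate 1 and 5 with a floor of 35. It was 6 to 10 in the other alternatives set beforehand. With the values of 0 kept as deposited it was 8, with the floor of 20 on the group mean 5 and with the probe sets of Supplementary Table S1 4.

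For the Kif11 fold change the paper's values are 4.3 in small, 2.9 in middle-sized and 3.3 in large tumors, and here they were 2.18, 1.60 and 1.81. Of the alternatives, no floor (4.31, 2.90 and 3.33) and a floor of 35 (3.42, 2.32 and 2.64) do not differ from the paper's values. Without control lung replicate 4, the 1 control lung above 70, the folds are set against a group below 70 throughout (2.27, 1.67 and 1.88), which do not differ by the rule although they stay far below the paper's values. In middle-sized and large tumors, with 1 tumor each below 70 as well, they are not strict lower bounds. In large tumors the paper's value is also not different with quantile normalization (1.87), scaling to 1 median (1.86) and without large tumor replicate 2 or 3. The other alternatives set beforehand differ. The floor of 20 on the group mean, chosen after seeing the values, does not differ either, and as a ratio without a test it drops no called gene.

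For the Cdkn2d fold change in large tumors the paper's value is -4.1, and here it was -2.53. No floor (-4.11), a floor of 35 (-3.49), leaving out control lung replicate 4 (-2.96) and leaving out large tumor replicate 1 (-3.07, a lower bound, as the other 2 large tumors were below 70) do not differ, and the other alternatives set beforehand do. The floor of 20 on the group mean, chosen after seeing the values, does not differ and, without a test, drops no called gene.

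For the Bnip2 fold change the paper's values are -2.4 in small, -3 in middle-sized and -3.4 in large tumors, and here they were -1.43, -1.19 and -1.23. In small tumors leaving out control lung replicate 1, 2 or 3 (-1.55, -1.60 and -1.59) and in middle-sized tumors leaving out middle tumor replicate 1 (-2.14) do not differ. The other alternatives set beforehand differ, and in large tumors all do. Without control lung replicate 4 the Bnip2 fold turns to 1.01, 1.21 and 1.17. With the values of 0 kept as deposited, chosen after seeing the values, the fold in middle-sized tumors (-1.48) does not differ, and 20 and 21 of the paper's genes are called, 2 fewer of the higher ones. With the probe set of Supplementary Table S1, chosen after seeing the values, the folds are -2.43, -3.02 and -3.36 and the genes of Supplementary Table S1 called number 22 higher and 21 lower (22 and 20), so none is dropped in number.

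For the Anp32a fold change the paper's values are -3.6 in middle-sized and -3.8 in large tumors, and here they were -1.36 and -2.04. All alternatives set beforehand differ. With the probe set of Supplementary Table S1, chosen after seeing the values, the folds are -3.53 and -3.66, with the numbers of called genes given above.

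Of the genes that the paper calls regulated, Kif11 was not called in all tumors (adjusted p = 0.0634). It was called with no floor, a floor of 35, array weights, and without middle tumor replicate 4 or large tumor replicate 2 or 3. Zfp239 (adjusted p = 0.0673) was called with no floor, a floor of 35, array weights, the replicate block and without middle tumor replicate 4. Bnip2 (adjusted p = 0.534) was called by another of its probe sets, 93064_at, when all probe sets were tested. With the values of 0 kept as deposited, chosen after seeing the values, Bnip2 was called as well. Its lowest log2 fold change over the alternatives, -1.55, is that of 93064_at, so the 2 calls need not be separate results. Nr2f1 and Trim30a stood below the filter on low signals.

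The text states that Foxf1a was up-regulated, whereas its signal was below 70 in every tumor and at least 5.55-fold lower in every size, as the sign in the paper's table has it. Apart from 4 genes, the paper states that the genes regulated in transgenic lung were not regulated in tumors, whereas 34 of 152 were higher and 40 lower here, and at a fold of at least 3, 4 and 6. The paper compared them with its tumor genes of cell cycle and apoptosis, whereas the counts here are over all genes tested. Of the 4 it names, Myc, Cdk1 and Ect2 were higher. The paper states that Hif1 was not changed in tumors, whereas Hif1a had a log2 fold change of 0.57 (adjusted p = 0.00542), below 3-fold. Of the network genes stated not to change, 6 of 13 tested were called at an adjusted p under 0.05 without a limit on the fold, and 2 of them, Mapt and Gata2, changed by at least 3-fold. The paper states that Ddit3 was absent from tumors and that Hey1 was lost. Here both fell, with a signal of at least 70 in 4 of 10 tumors for Ddit3 and in 10 of 10 for Hey1. The paper's limit also asks for a present call, which was not used here, and its RT-PCR detected no Hey1 in small and large tumors. The signals alone therefore do not decide whether either gene was absent. Ect2 is stated to be higher in small than in large tumors, and here the difference had a log2 fold change of 1.39 (standard error 0.53, adjusted p = 0.513).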

Other observations

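In this part the tests of an even dilution of normal cells, of the scaling, of tumor size, of the Myc signal and both tests of the values of 0 were chosen after the result was seen. A part of the metabolic genes rose in the tumors. Of 12 genes of glycolysis, 9 rose, 0 fell and 3 did not pass the test (9 and 1 when adjusted over the list alone), with adjusted p = 3.4e-04 from camera and adjusted p = 0.141 with an estimated correlation. Ldha, lactate dehydrogenase (log2 fold change 1.79, adjusted p = 2.2e-07), and the hexokinases Hk2 (log2 fold change 1.68, adjusted p = 1.3e-05) and Hk1 (log2 fold change 1.41) were among them. Of 8 genes of fatty acid synthesis, 4 rose, 1 fell and 3 did not pass the test (the same numbers when adjusted over the list alone), with adjusted p = 0.0477 from camera and adjusted p = 0.235 with an estimated correlation. Fasn, the fatty acid synthase, rose (log2 fold change 1.57, adjusted p = 9.6e-05), and so did Me1, malic enzyme (log2 fold change 1.52, adjusted p = 1.9e-06), and Acly, ATP citrate lyase (log2 fold change 0.72, adjusted p = 0.00174), the last of which lost its call with the values of 0 kept as deposited, while the elongase Elovl5 fell (log2 fold change -0.49, adjusted p = 0.0216). The list lost its call in 16 of 26 alternatives (adjusted p up to 0.235), among them without control replicate 1, 2 or 3, small tumor replicate 2, middle tumor replicate 1 or 2 or large tumor replicate 1 or 2. Elovl5 lost its call in 5 of 29 alternatives (adjusted p up to 0.0873), among them without control replicate 1 or 2. In the list of gut and liver endoderm genes, 5 rose, 0 fell and 11 did not pass the test (the same numbers when adjusted over the list alone), with adjusted p = 0.0575 from camera and adjusted p = 0.287 with an estimated correlation and fry adjusted p = 0.00264. Cldn2, a claudin (log2 fold change 2.78, adjusted p = 4.1e-04), Apoc1, an apolipoprotein (log2 fold change 2.41, adjusted p = 1.1e-05), and Muc1, a membrane mucin (log2 fold change 1.30, adjusted p = 1.6e-05), rose. The list mean on the log2 scale was highest in middle tumor replicate 4 (9.15) and large tumor replicate 3 (9.05). It was 8.24 to 8.46 in the other tumors and 7.86 to 8.04 in control lung. Apoc1 was 3386 and 2422 in those 2 tumors, against 785 to 1597 in the others. Cldn2 was 736 and 953 there (63.1 to 1155 in the others) and Muc1 2827 and 2652 (2677 to 5170).

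Many genes of interferon response and many immune markers fell. Over all tumors 4 genes of MHC class II rose, though little or not at all in 2 of the tumors. Of 24 genes of interferon response and antigen presentation, 4 rose, 17 fell and 3 did not pass the test (the same numbers when adjusted over the list alone), with adjusted p = 3.2e-05 from camera and adjusted p = 0.183 with an estimated correlation. Gbp2, a guanylate-binding protein (log2 fold change -2.43, adjusted p = 2.2e-08), Ifit3 (log2 fold change -1.72, adjusted p = 5.5e-07) and Psmb9, an immunoproteasome subunit (log2 fold change -1.66, adjusted p = 1.4e-04), fell, and the 4 that rose are H2-Ab1 (log2 fold change 1.23, adjusted p = 0.00456), H2-Aa (log2 fold change 0.88, adjusted p = 0.0175), H2-Eb1 (log2 fold change 0.78, adjusted p = 0.0355) and Cd74 (log2 fold change 0.70, adjusted p = 0.00507), all of MHC class II. H2-Eb1 lost its call in 16 of 29 alternatives (adjusted p up to 0.111), among them without control replicate 1, 2, 3 or 4, small tumor replicate 1, 2 or 3, middle tumor replicate 2 or 3 or large tumor replicate 1 or 2. Cd74 and H2-Aa lost theirs without the 3 arrays with an Xist signal above 70, H2-Aa also without the filter. In middle tumor replicate 4 and large tumor replicate 3 the signals of these genes were near or below those of control lung. H2-Ab1 was 1121 and 1238 there (control lung 876 to 1446) and H2-Aa 1778 and 1866 (2031 to 2120). H2-Eb1 was 1171 and 1398 (1380 to 1719) and Cd74 4673 and 5450 (3730 to 5292). Of the lymphocyte markers, 0 rose, 8 fell and 4 did not pass the test (0 and 10 when adjusted over the list alone), with adjusted p = 2.4e-04 from camera and adjusted p = 0.141 with an estimated correlation, among them Ltb, lymphotoxin beta (log2 fold change -2.00, adjusted p = 2.3e-05), and Ccl5, a chemokine (log2 fold change -1.89, adjusted p = 6.9e-07). For macrophage markers, 0 rose, 5 fell and 10 did not pass the test (the same numbers when adjusted over the list alone), with adjusted p = 0.102 from camera and adjusted p = 0.250 with an estimated correlation and fry adjusted p = 6.2e-04, and Csf1r, the receptor of CSF1, fell (log2 fold change -1.06, adjusted p = 8.0e-05). For neutrophil and mast cell markers, 0 rose, 6 fell and 3 did not pass the test (the same numbers when adjusted over the list alone), with adjusted p = 0.0293 from camera and adjusted p = 0.287 with an estimated correlation. S100a8 (log2 fold change -2.77, adjusted p = 0.0124) and S100a9 (log2 fold change -2.33, adjusted p = 0.0159) fell. S100a8 lost its call in 2 of 28 alternatives (adjusted p up to 0.0614), among them without control replicate 1 or 2, and S100a9 lost its call in 3 of 28 alternatives (adjusted p up to 0.0757), among them without control replicate 1 or 2. That list lost its call in 4 of 26 alternatives (adjusted p up to 0.287), among them without control replicate 1 or 2.

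Erythroid and epithelial markers moved as follows. For erythroid markers, 0 rose, 4 fell and 0 did not pass the test (the same numbers when adjusted over the list alone), with adjusted p = 4.0e-04 from camera and adjusted p = 0.155 with an estimated correlation, with Alas2, of heme synthesis, at -4.47 on the log2 scale (adjusted p = 5.5e-09). For mesothelial markers, 0 rose, 2 fell and 1 did not pass the test (the same numbers when adjusted over the list alone), with adjusted p = 0.0237 from camera and adjusted p = 0.141 with an estimated correlation, and the list lost its call with at least 70 on at least 7 arrays. Upk3b, a uroplakin, fell (log2 fold change -2.41, adjusted p = 2.5e-06). For alveolar type II cells, 3 rose, 1 fell and 5 did not pass the test (the same numbers when adjusted over the list alone), with adjusted p = 0.275 from camera and adjusted p = 0.334 with an estimated correlation and fry adjusted p = 0.00409. Sftpb, surfactant protein B, rose (log2 fold change 0.63, adjusted p = 0.00767), a call lost with the values of 0 kept as deposited and without the 3 arrays with an Xist signal above 70, Cd36, a fatty acid transporter, fell (log2 fold change -1.47, adjusted p = 3.7e-04), and Sftpc had a log2 fold change of -0.020. For club cells, 0 rose, 3 fell and 5 did not pass the test (the same numbers when adjusted over the list alone), with adjusted p = 0.0464 from camera and adjusted p = 0.287 with an estimated correlation, with Aldh1a1, an aldehyde dehydrogenase (log2 fold change -2.94, adjusted p = 5.7e-06), and Gsta3, a glutathione transferase (log2 fold change -2.29, adjusted p = 9.5e-07), among those that fell. That list lost its call in 5 of 26 alternatives (adjusted p up to 0.287), among them without control replicate 2 or 4 or large tumor replicate 3. For ciliated cells, 0 rose, 1 fell and 3 did not pass the test (the same numbers when adjusted over the list alone), with adjusted p = 0.944 from camera and adjusted p = 0.968 with an estimated correlation. Foxj1 fell (log2 fold change -1.65, adjusted p = 0.00581), although middle tumor replicate 1 had 1116, above the control lungs, as it did for Cckar (1683). For sex-linked transcripts, 0 rose, 0 fell and 3 did not pass the test (the same numbers when adjusted over the list alone), with adjusted p = 0.591 from camera and adjusted p = 0.607 with an estimated correlation and fry adjusted p = 0.0191.

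Further large falls were in Fmo1, a monooxygenase (log2 fold change -4.14, adjusted p = 5.6e-07), Cdo1, cysteine dioxygenase (log2 fold change -3.93, adjusted p = 6.6e-08), Igfbp2 (log2 fold change -3.59, adjusted p = 1.3e-08) and Igfbp6 (log2 fold change -3.56, adjusted p = 5.5e-07), binding proteins of insulin-like growth factors, Aqp1, an aquaporin (log2 fold change -3.57, adjusted p = 5.3e-07), Ace, the angiotensin-converting enzyme (log2 fold change -3.55, adjusted p = 3.7e-09), Cavin2, of caveolae (log2 fold change -3.91, adjusted p = 6.9e-08), and Spock2, a proteoglycan (log2 fold change -3.63, adjusted p = 5.9e-08). Igfbp2 was also the 1 gene called of the 2 tested among the 4 that the paper lists as down-regulated in transgenic lung. Between small and large tumors, the further lists higher in small tumors were interferon and antigen presentation (adjusted p = 0.00179 from camera and adjusted p = 0.612 with an estimated correlation), alveolar type I cells (adjusted p = 8.0e-04 from camera and adjusted p = 0.367 with an estimated correlation), fibroblasts and matrix (adjusted p = 8.0e-04 from camera and adjusted p = 0.612 with an estimated correlation, not called without large tumor replicate 3), macrophages (adjusted p = 0.00968 from camera and adjusted p = 0.313 with an estimated correlation, not called without small tumor replicate 3) and DNA replication (adjusted p = 0.0313 from camera and adjusted p = 0.803 with an estimated correlation). The last lost its call in 10 of 26 alternatives (adjusted p up to 0.803), among them without small tumor replicate 3 or large tumor replicate 2 or 3. Xist signals were above 70 on 3 arrays, 159.9 in control lung replicate 3, 694 in small tumor replicate 1 and 931 in large tumor replicate 2, where Eif2s3y, of the Y chromosome, was 7.17, 2.11 and 3.84. The labels used here give no sex.

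The fall of endothelial markers in tumors was weighed first. An even dilution of all normal cells by tumor cells, macrophages included, is argued against. The endothelial median lay -2.51 from the macrophage median on the log2 scale (95% bootstrap interval -3.21 to -1.94). Whether macrophages entered the tumors was not tested. The medians of cardiac muscle (-2.75), erythroid (-2.70) and alveolar type I markers (-2.31) lay near the endothelial one (-2.82), so a dilution of these cells together stays open. Mesothelial (-1.45), smooth muscle (-1.36), lymphocyte (-1.13), fibroblast (-1.08), neutrophil and mast cell (-0.86) and club cell markers (-0.82) fell less, and ciliated cell markers (0.056) did not fall. The scaling is argued against, since the endothelial median was at most -2.68 with quantile normalization or scaling to 1 median. Whether the repressed genes of Supplementary Table S1 outside the endothelial list follow the share of endothelial cells stays open, as their means correlated across the 10 tumors with r = 0.635 (permutation p = 0.0542, adjusted p = 0.271 over 5 relations, rho = 0.697 with permutation p = 0.0303) and r = 0.420 without small tumor replicate 2 and middle tumor replicate 1. A loss of vessels and alveolar walls in the tumors, or less RNA per endothelial cell, may also be behind the fall and was not tested.

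Mitosis genes differed between tumors of 1 size, with a list mean on the log2 scale of 8.40 ± 0.274 (SD, n = 3) in small, 7.64 ± 0.627 (SD, n = 4) in middle-sized and 7.76 ± 0.837 (SD, n = 3) in large tumors, against 6.67 ± 0.0508 (SD, n = 4) in control lung. The lowest list means among tumors were those of middle tumor replicate 4 (6.96) and large tumor replicate 3 (7.01). These 2 arrays correlated with each other at 0.968, against 0.868 to 0.938 between middle-sized and 0.936 to 0.941 between large tumors. Neither correlated with any other tumor above 0.941. Other pairs across sizes were as high, such as small tumor replicate 3 with middle tumor replicate 2 (0.984) and with large tumor replicate 1 (0.969). Middle tumor replicate 4 and large tumor replicate 3 also had the highest means of the gut and liver endoderm genes, 9.15 and 9.05. What sets these 2 tumors apart was not tested. The share of variance of the mitosis list mean between sizes was 0.285 (permutation p = 0.304). Across the 10 tumors the list mean correlated with the mean of alveolar type I and endothelial markers with r = 0.174 (permutation p = 0.641) and with the 3' to 5' ratio of Actb with r = 0.0369 (permutation p = 0.918). In the 2 tumors with the lowest list means, the mean of alveolar type I and endothelial markers was 7.45 and 7.51. It was 7.33 to 8.05 in the other tumors and 10.02 to 10.24 in control lung. This argues against normal tissue as the source of the low list means of these 2 tumors. Otherwise normal tissue in the samples, RNA quality and tumor size cannot be told apart as sources with 10 tumors. The list mean correlated with the log2 Myc signal with r = 0.517 (permutation p = 0.125, adjusted p = 0.312, rho = 0.612, r = 0.618 without middle tumor replicates 1 and 3) and with the ribosome biogenesis mean with r = 0.0470 (permutation p = 0.897, rho = -0.285, r = -0.692 without the same 2), so neither relation was established. The pooling of several tumors in each small sample evens out differences between tumors and was not tested.

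The values of 0 on the array of middle tumor replicate 3, 25.2% of its values, were weighed last. Signals too low to measure are argued against as the whole source, since 1020 of these probe sets (32.6%) had a signal of at least 70 on all 13 other arrays, although their median there was 48.8, below 70, which was the test used first. Values lost from the column as deposited are consistent with their place in the table, where they form 21 runs of neighbours, the longest of 2445, against at least 2263 runs in 1000 random placements. No biological explanation was tested.

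The arrays were also split in other ways into groups of the same sizes. Chance can be excluded, with a share of splits under 0.05, for the genes called in all tumors (3084, highest of the other splits 899, 1 of 100 splits as high) and for the genes meeting the study's criteria (662, highest of the other splits 476, 1 of 100 splits as high). The same holds for the genes called in small (2535, highest of the other splits 734, 1 of 35 splits as high), middle-sized (2224, highest of the other splits 20, 1 of 35 splits as high) and large tumors (2631, highest of the other splits 1072, 1 of 35 splits as high). For the lists called in all tumors the share was under 0.05 as well (19, highest of the other splits 19, 2 of 100 splits as high). Another split called as many lists, and 0 lists passed with an estimated correlation, so chance is less firmly excluded for that count. Between small and large tumors the splits are too few for a share under 0.05, for genes (2, highest of the other splits 0, 1 of 10 splits as high) and for lists (9, highest of the other splits 11, 2 of 10 splits as high). Chance cannot be excluded for the lists called between small and middle-sized tumors (10, highest of the other splits 10, 2 of 35 splits as high). The genes of Supplementary Table S1 were chosen on these arrays, so that their count (42, highest of the other splits 12, 1 of 100 splits as high) decides nothing about chance, and those of transgenic lung (74, highest of the other splits 18, 1 of 100 splits as high) were chosen against non-transgenic lung of the same study, which leaves chance open there. Between small and middle-sized and between middle-sized and large tumors 0 genes were called, which leaves no count to compare with the other splits (up to 28 and 107).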
